# Transcriptome signature of miRNA-26b KO mouse model suggests novel targets

**DOI:** 10.1186/s12863-021-00976-1

**Published:** 2021-06-30

**Authors:** Emiel P. C. van der Vorst, Mario A. A. Pepe, Linsey J. F. Peters, Markus Haberbosch, Yvonne Jansen, Ronald Nauman, Georgios T. Stathopoulos, Christian Weber, Kiril Bidzhekov

**Keywords:** MicroRNA-26b, Knock-out mouse model, Next generation sequencing, Cancer, Neurological disorders, Cardiovascular disease, Thermogenesis, Allergic reactions

## Abstract

**Background:**

MicroRNAs (miRNAs) are short (20–24 nt) non-coding RNAs that are involved in post-transcriptional regulation of gene expression in multicellular organisms by affecting both the stability and translation of mRNAs. One of the miRNAs that has been shown to play a role in various pathologies like cancer, neurological disorders and cardiovascular diseases is miRNA-26b. However, these studies only demonstrated rather ambiguous associations without revealing a causal relationship. Therefore, the aim of this study is to establish and validate a mouse model which enables the elucidation of the exact role of miRNA-26b in various pathologies.

**Results:**

A miRNA-26b-deficient mouse model was established using homologous recombination and validated using PCR. miRNA-26b-deficient mice did not show any physiological abnormalities and no effects on systemic lipid levels, blood parameters or tissue leukocytes. Using next generation sequencing, the gene expression patterns in miRNA-26b-deficient mice were analyzed and compared to wild type controls. This supported the already suggested role of miRNA-26b in cancer and neurological processes, but also revealed novel associations of miRNA-26b with thermogenesis and allergic reactions. In addition, detailed analysis identified several genes that seem to be highly regulated by miRNA-26b, which are linked to the same pathological conditions, further confirming the role of miRNA-26b in these pathologies and providing a strong validation of our mouse model.

**Conclusions:**

miRNA-26b plays an important role in various pathologies, although causal relationships still have to be established. The described mouse model of miRNA-26b deficiency is a crucial first step towards the identification of the exact role of miRNA-26b in various diseases that could identify miRNA-26b as a promising novel diagnostic or even therapeutic target in a broad range of pathologies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12863-021-00976-1.

## Background

About 25 years after the discovery of the first microRNA (miRNA) [1], the field of miRNA research is flourishing as many thousands of miRNAs have already been discovered in more than 140 species, including more than 1900 in humans [2]. Although, the exact function of several miRNA remains unknown, many have already been implicated in a variety of physiological and pathological processes [3].

MiRNAs are single-stranded, small (20 to 24 nt), non-coding RNAs that target mRNAs with complementary sequences, thereby inhibiting the expression of their target genes at the post-transcriptional level or causing cleavage of the target mRNA [4]. Recognition of their mRNAs targets occurs by binding to the 3′ untranslated regions (UTR), where multiple miRNA molecules can simultaneously bind to the same mRNA and additionally one miRNA can also exert its effects on multiple target mRNAs. This results in a complex post-transcriptional regulatory network which plays a role in various important cellular and biological processes [5].

One of the miRNAs that has been demonstrated over the last years to play a crucial role in various pathologies is miRNA-26b. Most studies focused on the role of miRNA-26b-5p in carcinogenesis, showing that this miRNA is a critical regulator that acts either as an oncogene or tumor suppressor gene. For example, miRNA-26b-5p is down-regulated in a variety of malignant tumors, like hepatocellular carcinoma [6], nasopharyngeal carcinoma [7] and breast cancer [8]. However, elevated expression of miRNA-26b-5p has been demonstrated in pituitary tumors [9] and bladder cancer [10]. Besides an ambiguous role in carcinogenesis, recently it has also been shown that miRNA-26b-5p is linked to cognitive diseases. miRNA-26b-5p expression attenuated microglial activation, neurotoxicity and thereby vascular cognitive impairment [11]. However, in a mouse model for Alzheimer’s disease, miRNA-26b-5p expression levels were upregulated upon disease progression [12], again demonstrating a complex and ambiguous role for this miRNA. Furthermore, miRNA-26b-5p has been demonstrated to play a crucial role in hepatitis and liver fibrogenesis [13, 14]. Finally, in a previous study we could demonstrate that miRNA-26b-5p is also associated with atherosclerosis, the main cause of cardiovascular diseases (CVDs), as the miRNA-26b-5p expression was substantially upregulated in human plaque tissue compared to tissue from healthy *A. mammaria interna* [15]. All of these studies clearly demonstrate a strong association of miRNA-26b-5p expression with various pathologies, although these interactions seem to be very ambiguous and clear causal relationships have not yet been established.

Based on the important role that miRNA-26b seems to play in a wide variety of pathologies and the lack of causality in previous studies, the aim of the current study is to generate and phenotype a miRNA-26b knock-out mouse model that lacks both the miRNA-26b-3p as well as the miRNA26-5p (from now on called “miRNA-26b”). This model could be widely applicable to clarify the exact role of miRNA-26b in various pathologies. Furthermore, next generation sequencing was employed to elucidate the gene expression patterns in the aortic vessel to elucidate novel or validate proposed targets of miRNA-26b.

## Results

### Generation of miR-26b deficient mice

The coding region of the mouse *miRNA-26b* gene is situated in intron 4 of the *Ctdsp1* gene on chromosome 1 (Chr 1: 74,391,509-74,397,285 fw). 

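In the gene annotation for GRCm38, *Ctdsp1* (ENSMUSG00000026176) extends on the forward strand of chromosome 1 from 74391509 to 74397285, a protein-coding gene with 7 exons in its longest transcript. The hairpin of miRNA-26b, listed as *Mir26b* (ENSMUSG00000065468), is 85 bp long and lies on the same strand from 74394310 to 74394394. It is entirely intronic: intron 4 runs from 74394076 to 74394639, a length of 564 bp, between exon 4, which ends at 74394075, and exon 5, which starts at 74394640.

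**Figure D1:**
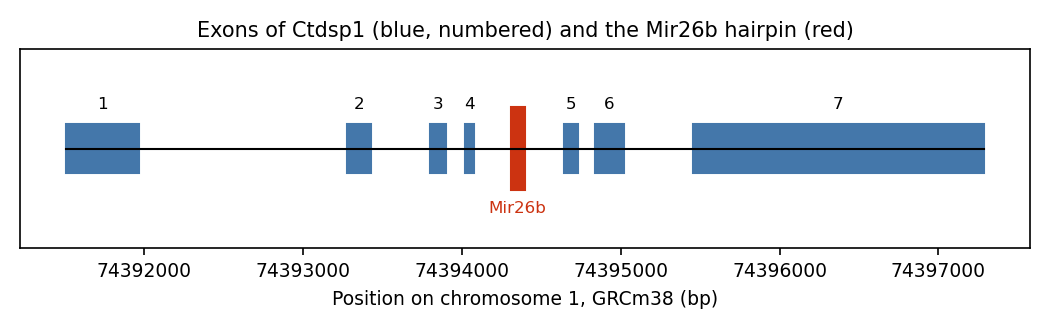
Map of the *Ctdsp1* gene, with the position on chromosome 1 of GRCm38 in bp on the horizontal axis. The blue boxes are the 7 numbered exons and the red box is the hairpin of miRNA-26b, which sits in intron 4 between exons 4 and 5.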

The full sequence of this region has already been described (NCBI, NR_029743.1). Genomic clones containing the *miRNA-26b* gene and the genomic region in 5′ and 3′ direction were isolated and partially sequenced.

In order to generate miRNA-26b deficient mice, homologous recombination in embryonic stem (ES) cells was used to disrupt the *miRNA-26b* encoding part consisting of 160 bp, while concomitantly preserving the splicing sites of the host *Ctdsp1* gene. The targeting vector was designed to conditionally replace the aimed region with the neomycin resistance gene (Fig. 1a). Homologous recombination in independent ES cell clones (R1/E(129/Sv) was confirmed by Southern blotting (Fig. 1b) and subsequently injected into blastocysts to generate chimeras. Male chimeras from two different ES cell clones were crossed with C57BL/6 females to establish strains with a mixed genetic background (129/Sv-C57BL/6) and mice that are heterozygous for the mutated allele. Homologous recombination in the offspring was confirmed by PCR (Fig. 1c).

**Fig. 1:**
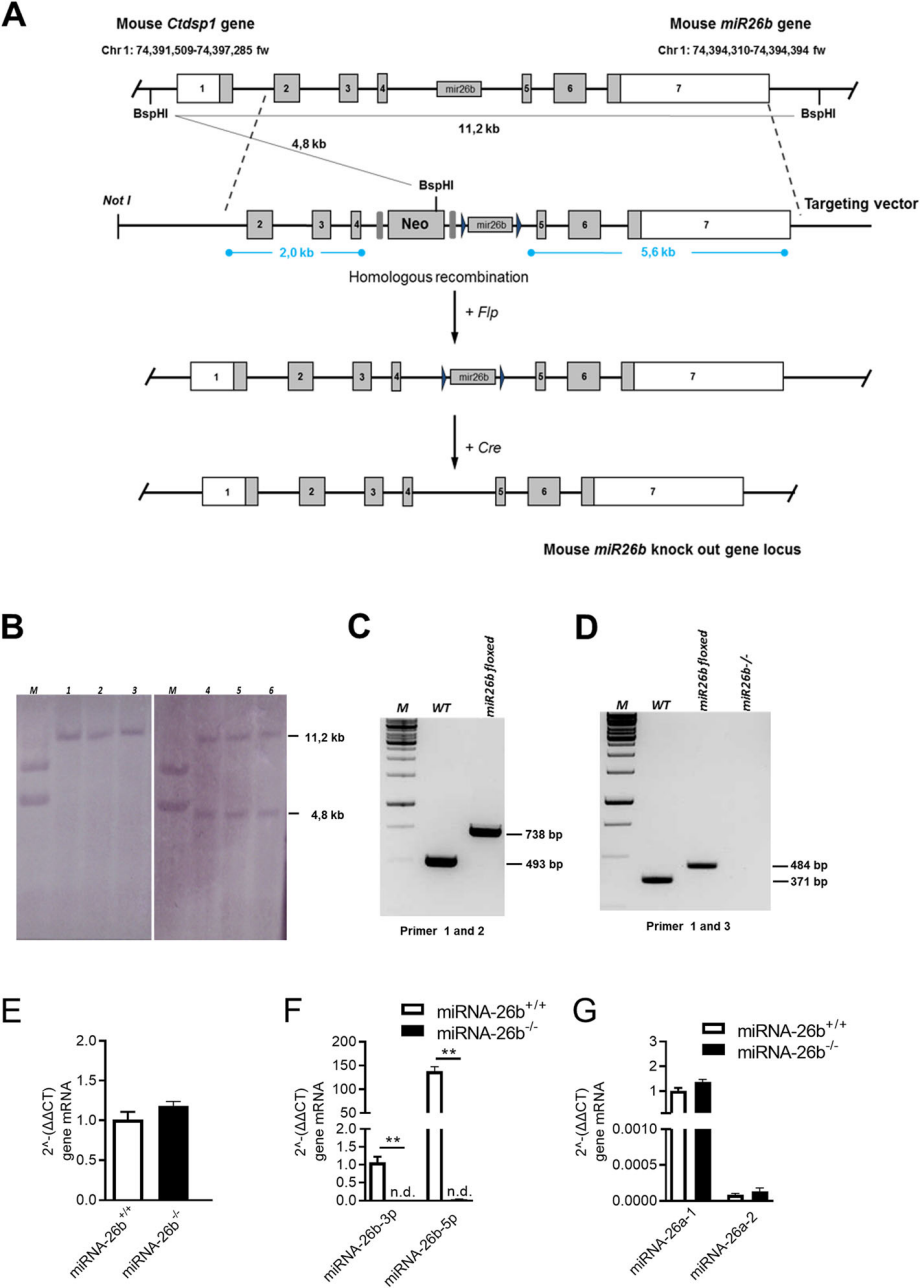
Generation and validation of miRNA-26b^−/−^ mice. **a** Schematic diagram of the generation of miR26b knockout mice. The exon-intron structure of the mouse host gene (*Ctdsp1*) locus is shown at the top. The targeting vector has a 2.0 kb 5′ arm including exon 2,3,4 and intron 4–5, a Neo selection cassette is flanked by FRT sites (gray bars). The loxP sites (black triangles) flanking *miR26b*. The 3′ recombination arm spanned 5.6 kb from the gDNA. **b** Southern blots show control (wild-type (1, 2, 3)) and correctly targeted heterozygote embryonic stem cell clones (4, 5,6) that gave expected hybridization patterns. **c** Homologous recombination was proved by primers spanning the miR26b floxed region. **d** Genotyping strategy based on primers identifying the wild-type, miR-26b floxed and miR-26b^−/−^ condition. **e-g** Relative mRNA expression measured by real time PCR of *Ctdps1* (**e**), *miRNA-26b-3p* and *miRNA-26b-5p* (**f**), *miRNA-26a-1* and *miRNA-26a-2* (**g**). Data represent mean ± SEM, as analyzed by Mann-Whitney test

The absence of miRNA-26b in the knock-out mice was confirmed after tamoxifen injection by conventional PCR with genomic DNA originating from P7 animals and primers binding into the targeted region. No *miRNA-26b* product was amplified from knock-out tissue, while a band of the expected size was amplified from wild-type and floxed tissue (Fig. 1d). Real time primers specific for *Ctdsp1* gene were used to ensure that expression of the host gene was not deregulated/interrupted (Fig. 1e). Furthermore, real time PCR confirmed the complete lack of both the miRNA-26b-3p as well as the miRNA-26b-5p product (Fig. 1f), while no compensatory effects by the closely related miRNA-26a-1 and miRNA-26a-2 could be observed (Fig. 1g).

### MiRNA-26b^−/−^ does not show any physiological phenotype

Several physiological parameters were analyzed to observe whether the miRNA-26b deficiency has any baseline effects. MiRNA26b^−/−^ mice did not show any obvious morphological or behavioral differences compared to miRNA-26b^+/+^ control mice. Systemic lipid analysis of cholesterol and triglycerides did not show any significant changes upon miRNA-26b deficiency (Fig. 2a-b). Furthermore, general analysis of blood components did not reveal any changes between miRNA26b^−/−^ and miRNA-26b^+/+^ mice (Fig. 2c). Finally, using flow-cytometry analysis it could be demonstrated that miRNA-26b deficiency does not influence total leukocyte counts in important immunological organs, namely blood, bone marrow, lymph nodes and spleen (Fig. 2d-g). More detailed analysis of leukocyte subsets only revealed small changes in neutrophil counts in the blood and spleen and non-classical monocyte counts in the spleen (Tables 1, 2, 3 and 4). Overall, the deficiency of miRNA-26b in mice did, by the currently used methods, not result in significant biological and physiological changes.

**Fig. 2:**
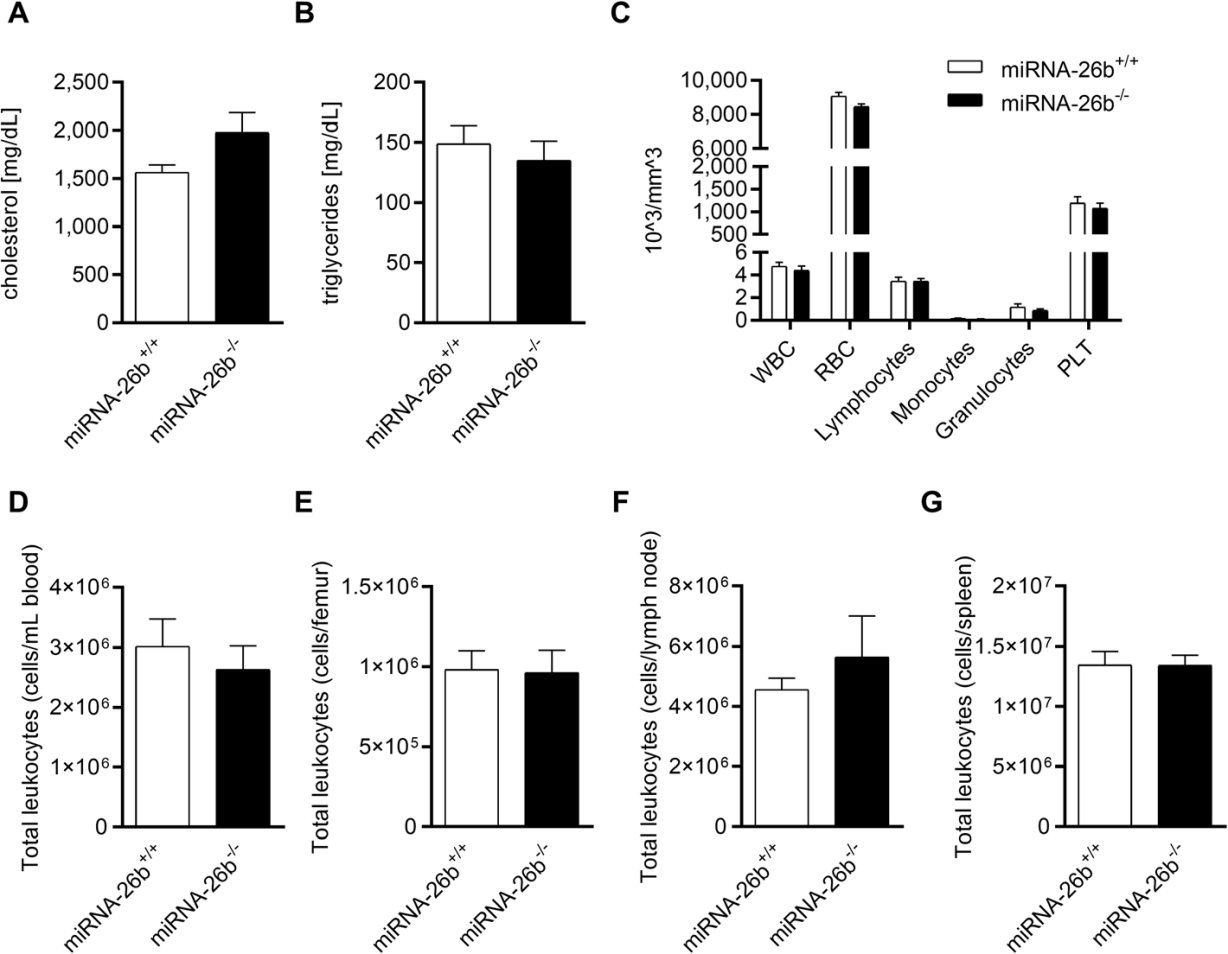
miRNA-26b^−/−^ does not have any effects on physiological parameters. Plasma cholesterol (**a**) and plasma triglycerides (**b**) analysis in the plasma of miRNA-26b^+/+^ and miRNA-26b^−/−^ mice at 8 weeks of age after chow diet (*n* = 3–6). **c** Differential blood count analysis of miRNA-26b^+/+^ and miRNA-26b^−/−^ mice at 8 weeks of age after chow diet (*n* = 6). **d-g** Flow cytometry analysis of CD45^+^ total leukocyte subsets in blood (**d**), bone marrow (**e**), lymph node (**f**) or spleen (**g**) of miRNA-26b^+/+^ and miRNA-26b^−/−^ mice at 8 weeks of age after chow diet (*n* = 9–11). Data represent mean ± SEM, as analyzed by Student t-test/Welch correction or Mann-Whitney test, depending on D’Agostino-Pearson normality testing

**Table 1:** Overview of leukocyte subsets in blood

Blood	***MiRNA-26b***^***+/+***^	***MiRNA-26b***^***−/−***^	***P-value***
Neutrophils [× 10^5^/ml]	9.2 ± 1.7	4.9 ± 0.8	**0.041**
Classical Monocytes [× 10^5^/ml]	1.8 ± 0.3	1.3 ± 0.3	0.205
Non-classical Monocytes [× 10^4^/ml]	8.0 ± 2.5	8.8 ± 1.5	0.794
B cells [× 10^6^/ml]	1.2 ± 0.3	1.2 ± 0.2	0.969
CD3^+^ T cells [× 10^5^/ml]	4.2 ± 0.8	5.1 ± 0.7	0.403
CD4^+^ T cells [× 10^5^/ml]	1.2 ± 0.2	1.4 ± 0.2	0.584
CD8^+^ T cells [× 10^5^/ml]	2.8 ± 0.5	3.6 ± 0.5	0.247

Values (*n* = 10–11) indicate total cell counts per ml of blood, denoted as mean ± SEM, as analyzed by Student t-test/Welch correction or Mann-Whitney test, depending on D’Agostino-Pearson normality testing

**Table 2:** Overview of leukocyte subsets in bone marrow

Bone Marrow	***MiRNA-26b***^***+/+***^	***MiRNA-26b***^***−/−***^	***P-value***
Neutrophils [× 10^5^/femur]	5.7 ± 0.7	5.2 ± 0.8	0.630
Classical Monocytes [× 10^4^/femur]	6.4 ± 1.6	7.1 ± 1.9	0.763
Non-classical Monocytes [× 10^4^/femur]	1.2 ± 0.2	1.8 ± 0.4	0.174
B cells [× 10^5^/femur]	2.2 ± 0.4	2.3 ± 0.3	0.808
CD3^+^ T cells [× 10^4^/femur]	2.5 ± 0.5	2.8 ± 0.8	0.773
CD4^+^ T cells [× 10^3^/femur]	3.8 ± 0.6	3.0 ± 0.5	0.365
CD8^+^ T cells [× 10^3^/femur]	5.6 ± 0.9	6.0 ± 0.8	0.949

Values (*n* = 10–11) indicate total cell counts per femur, denoted as mean ± SEM, as analyzed by Student t-test/Welch correction or Mann-Whitney test, depending on D’Agostino-Pearson normality testing

**Table 3:** Overview of leukocyte subsets in lymph nodes

Lymph Node	***MiRNA-26b***^***+/+***^	***MiRNA-26b***^***−/−***^	***P-value***
Neutrophils [× 10^5^/Lymph node]	4.4 ± 0.2	3.8 ± 0.8	0.080
Classical Monocytes [× 10^4^/Lymph node]	1.6 ± 0.5	1.4 ± 0.4	0.5116
Non-classical Monocytes [× 10^4^/Lymph node]	1.3 ± 0.4	2.2 ± 0.6	0.766
B cells [× 10^6^/Lymph node]	1.5 ± 0.1	1.9 ± 0.4	0.469
CD3^+^ T cells [× 10^6^/Lymph node]	1.6 ± 0.3	2.5 ± 0.6	0.234
CD4^+^ T cells [× 10^5^/Lymph node]	5.1 ± 0.9	7.7 ± 2.0	0.251
CD8^+^ T cells [× 10^6^/Lymph node]	1.0 ± 0.2	1.6 ± 0.4	0.214

Values (*n* = 10–11) indicate total cell counts per lymph node, denoted as mean ± SEM, as analyzed by Student t-test/Welch correction or Mann-Whitney test, depending on D’Agostino-Pearson normality testing

**Table 4:** Overview of leukocyte subsets in the spleen

Spleen	***MiRNA-26b***^***+/+***^	***MiRNA-26b***^***−/−***^	***P-value***
Neutrophils [× 10^5^/Spleen]	11.9 ± 1.0	9.0 ± 0.7	**0.028**
Classical Monocytes [× 10^5^/Spleen]	1.1 ± 0.2	1.0 ± 0.2	0.757
Non-classical Monocytes [× 10^4^/Spleen]	6.5 ± 0.5	18.2 ± 2.6	**< 0.0001**
B cells [× 10^6^/Spleen]	6.2 ± 0.5	6.6 ± 0.5	0.531
CD3^+^ T cells [× 10^6^/Spleen]	2.7 ± 0.2	3.1 ± 0.2	0.294
CD4^+^ T cells [× 10^5^/Spleen]	5.6 ± 0.3	6.6 ± 0.7	0.239
CD8^+^ T cells [× 10^6^/Spleen]	1.7 ± 0.1	2.1 ± 0.2	0.084

Values (*n* = 10–11) indicate total cell counts per spleen, denoted as mean ± SEM, as analyzed by Student t-test/Welch correction or Mann-Whitney test, depending on D’Agostino-Pearson normality testing

### Deficiency of miRNA-26b influences the mouse transcriptome profile

In order to validate the mouse model and to further investigate the biological effects of miRNA-26b, aortic vessels from miRNA26b^−/−^ and miRNA-26b^+/+^ mice were subjected to next generation sequencing (Fig. 3) (Gene Expression Omnibus (GEO) DataSets accession ID GSE147519). 

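RNA from the aortic vessels of 3 miRNA-26b-/- and 3 miRNA-26b+/+ mice, all of 8 weeks of age on chow diet, was sequenced as 1 library per mouse. The authors aligned the reads with STAR to GRCm38 and deposited the number of reads that featureCounts assigned to the exons of each gene, without normalization. Reads were counted without regard to strand, and a read over the exons of several genes was counted for each of them, so overlapping and antisense genes share reads. The miRNA-26b-/- libraries M2626, M2627 and M2628 held 25706728, 33345037 and 27905415 counts, and the miRNA-26b+/+ libraries M2629, M2630 and M2631 held 30213563, 27844268 and 30816471 counts. The medians were 27905415 and 30213563, and the totals of the groups overlapped (exact permutation test, two-sided, p = 0.8). The paper's stated depth is 30 M reads per library, and the values here use the counts assigned to genes, on average 29.3 M per library. From the counts, differences between the groups were tested with the quasi-likelihood test of edgeR after TMM normalization, which corrects for library size and composition. The filter on genes with few counts, the normalization and the way the test estimates the spread between mice are the choices that could change the numbers. With 3 mice in each group an exact permutation test of a single gene cannot give a p-value under 0.1. The targeted *Mir26b* gene received no counts in any miRNA-26b-/- library and 0, 20 and 0 counts in the miRNA-26b+/+ libraries, too few in these libraries of long RNA to check the genotypes. *Xist* had no counts in any of the 6 libraries, and *Ddx3y* on the Y chromosome had between 1972 and 3978.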

The data were normalized per library sizes, and genes with low reads count were excluded (sum of counts less than 2) and filtered per count per mega-base (CPM) (Fig. 4). 

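The deposited count table lists 55341 genes, of which 30925 had no count in any library. The genes with a sum of at least 2 counts and more than 1 CPM in at least 2 libraries were tested, which left 16017 genes. The authors' deposited table of normalized values lists 16340 genes, the set that the function filterByExpr of edgeR keeps from the counts, and 15696 of them are among the genes tested here. Between 17744 and 19287 genes were detected per library, and the 10 most abundant genes took between 7.62% and 8.87% of the counts. The TMM factors ranged from 0.982 to 1.015, so the normalization was close to that by library size. Genes with few counts varied far more between mice than counting error allows: among genes with a mean of 5 to 20 counts in the miRNA-26b-/- libraries, the variance was 30.1 times the mean, and 47.6% of the values were 0 where Poisson counting at the lowest of these means gives 0.674%. For the miRNA-26b+/+ libraries the variance was 29.5 times the mean and 46.7% of the values were 0. The filter asks for more than 1 CPM in at least 2 libraries, so it favours uneven counts in this range and can raise these values. At a mean of 50 to 100 counts, where this matters less, 7.87% of the miRNA-26b-/- and 3.99% of the miRNA-26b+/+ values were 0. Intervals from counting error alone therefore understate the error of these genes.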

The transcriptome profiling of miRNA-26b^−/−^ mice in comparison to control miRNA-26b^+/+^ mice reveals that over 700 genes are significantly altered (Fig. 5a). Of these, 76 genes were more than 1.5 fold differentially altered and therefore clearly distinguish the miRNA-26b^−/−^ mice from wild type controls. 

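At an unadjusted p-value under 0.05, 1036 of the 16017 genes tested differed between the groups, 544 higher and 492 lower in miRNA-26b-/- mice. This is 6.47% of the genes tested; on simulated counts, 6.53% of the unchanged genes passed the same test. With limma voom these shares were 5.29% and 4.14%. More genes were lower than higher with limma voom (482 and 365), with limma trend (530 and 440) and without M2627 (473 and 425), M2628 (904 and 788) or M2629 (431 and 407). After Benjamini-Hochberg adjustment, 1 gene had an adjusted p-value under 0.05, *Gm15564*, an antisense transcript on chromosome 16 of GRCm38 from 35966752 to 35983230. Its level was 185.5 ± 6.22 CPM in miRNA-26b-/- and 75.5 ± 10.6 CPM in miRNA-26b+/+ mice (SD, n = 3 each), a log2 fold change of 1.30 (standard error 0.159, adjusted p = 0.0122 from edgeR's quasi-likelihood test). Its transcripts hold 28 stretches of 25 bases that transcripts of *Lars2* also hold. The count of genes moved most when the library of miRNA-26b-/- replicate M2628 was left out, to 1692 genes. In the authors' deposited table of the comparison, 775 genes have an unadjusted p-value under 0.05, 370 higher and 405 lower in miRNA-26b-/- mice, and 706 of them are among the 1036 genes.

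**Figure D2:**
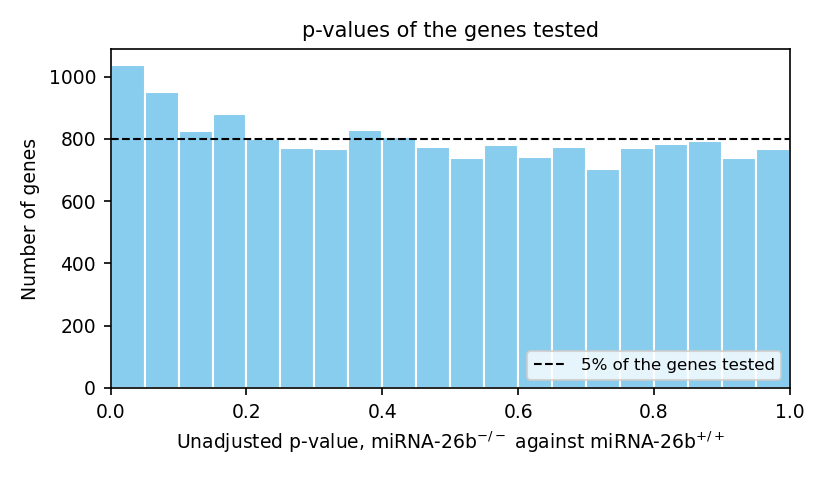
Number of genes tested (vertical axis) by unadjusted p-value for miRNA-26b-/- against miRNA-26b+/+ mice (horizontal axis, 20 bins of width 0.05). The dashed line marks 5% of the genes tested; the first bin holds 1036 genes and the others between 704 and 949.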

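Of the 1036 genes, 759 had a fold change over 1.5, 429 of them higher and 330 lower in miRNA-26b-/- mice. With the threshold of 1.5 on the log2 scale, 389 genes passed, 238 higher and 151 lower. Without M2627 more genes were lower than higher at both thresholds, 400 against 366 and, on the log2 scale, 205 against 160. Without the library of miRNA-26b-/- replicate M2628 the number over the fold change of 1.5 was 1225, 592 higher and 633 lower. On the log2 scale it was 142 with limma voom in place of edgeR, 65 higher and 77 lower. In the authors' deposited table, 465 genes pass the fold change of 1.5 and 143 pass it on the log2 scale. Among the 389 genes, 263 (67.6%) had a library without a single count, against 14.3% of all genes tested. In 51 of them every library of a group had at most 3 counts, and only 54 had a mean of at least 5 CPM. From the genes past both thresholds, the paper concludes that the transcriptomes set miRNA-26b-/- mice clearly apart from wild type controls.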

(Fig. 5a). 

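When the 6 libraries were clustered on the 30 genes with the smallest p-values, by Euclidean distance and complete linkage of the scaled log2 CPM, the 3 miRNA-26b-/- and the 3 miRNA-26b+/+ libraries formed separate clusters. These genes had been chosen by the comparison that they then display. The 6 libraries can be divided into 3 and 3 in 10 ways, and when each division was tested and clustered on its own 30 genes in the same manner, 9 of the 10 divisions separated into their own groups. Average linkage on the Pearson correlation raised this to 10. On the 500 most variable genes, chosen without the genotypes, M2627 (miRNA-26b-/-) and M2630 (miRNA-26b+/+) formed a cluster apart from the other 4 libraries. The first principal component held 31.9% of the variance, with M2627 at 53.75 and M2628 at -45.87, both miRNA-26b-/-, at its ends.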

The top 30 differently expressed genes are visualized in a heatmap, in which hierarchical clustering could again clearly demonstrate 2 molecularly distinct clusters confirming the dichotomy between miRNA-26b^−/−^ and miRNA-26b^+/+^ mice (Fig. 5b). 

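The levels of *Mbp*, *Nnt*, *Myocd* and *Hspb1* in the aortic vessels were compared in the 3 miRNA-26b-/- and 3 miRNA-26b+/+ libraries. *Hspb1*, which encodes a small heat shock protein on chromosome 5 of GRCm38 from 135887919 to 135889563, had 164.7 ± 15.8 CPM in miRNA-26b-/- and 314.3 ± 23.3 CPM in miRNA-26b+/+ mice (SD, n = 3 each). Its log2 fold change was -0.93 (standard error 0.143, adjusted p = 0.0822 from edgeR's quasi-likelihood test), and stayed between -0.99 and -0.86 with each library left out in turn. It moved together with other heat shock genes such as *Hspa8* (log2 fold change -0.66). *Myocd*, on chromosome 11 from 65176561 to 65269989, fell from 198.4 ± 13.1 to 101.9 ± 36 CPM, a log2 fold change of -0.96 (standard error 0.205, adjusted p = 0.453). *Mbp*, on chromosome 18 from 82475146 to 82585637, rose from 17.6 ± 10.4 to 74.7 ± 21.6 CPM, a log2 fold change of 2.08 (standard error 0.338, adjusted p = 0.102). *Nnt*, on chromosome 13 from 119335448 to 119408997, rose from 37.6 ± 12.9 to 90.6 ± 5.81 CPM, a log2 fold change of 1.28 (standard error 0.223, adjusted p = 0.11). For each of the 4 genes the groups did not overlap, which is the smallest exact permutation p-value the design allows (two-sided, p = 0.1), and none of the 4 passed an adjusted p-value of 0.05 with this test on all 6 libraries; the unadjusted p-values ran from 1.03e-05 for *Hspb1* to 0.000304 for *Myocd*. All 4 passed without M2628 (adjusted p = 0.00485 for *Hspb1*, 0.00114 for *Myocd*, 0.00232 for *Mbp* and 0.0191 for *Nnt*) and with DESeq2. *Hspb1*, *Mbp* and *Nnt* passed with the likelihood ratio test, and *Hspb1* with limma voom and with robust shrinkage. Over the alternatives the adjusted p-value ran from 1.13e-07 to 0.487 for *Hspb1*, from 0.00114 to 0.983 for *Myocd*, from 0.00021 to 0.864 for *Mbp* and from 0.00138 to 0.983 for *Nnt*. *Mbp* is a myelin gene, and 18 of the 19 Schwann cell genes tested, *Mbp* among them, were higher in miRNA-26b-/- mice.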

To further validate our data-set, we had a closer look at 2 most relevant down-regulated and 2 relevant up-regulated genes (Fig. 5c) and validated these differences independently using PCR analysis (Fig. 5d).

**Fig. 3:**
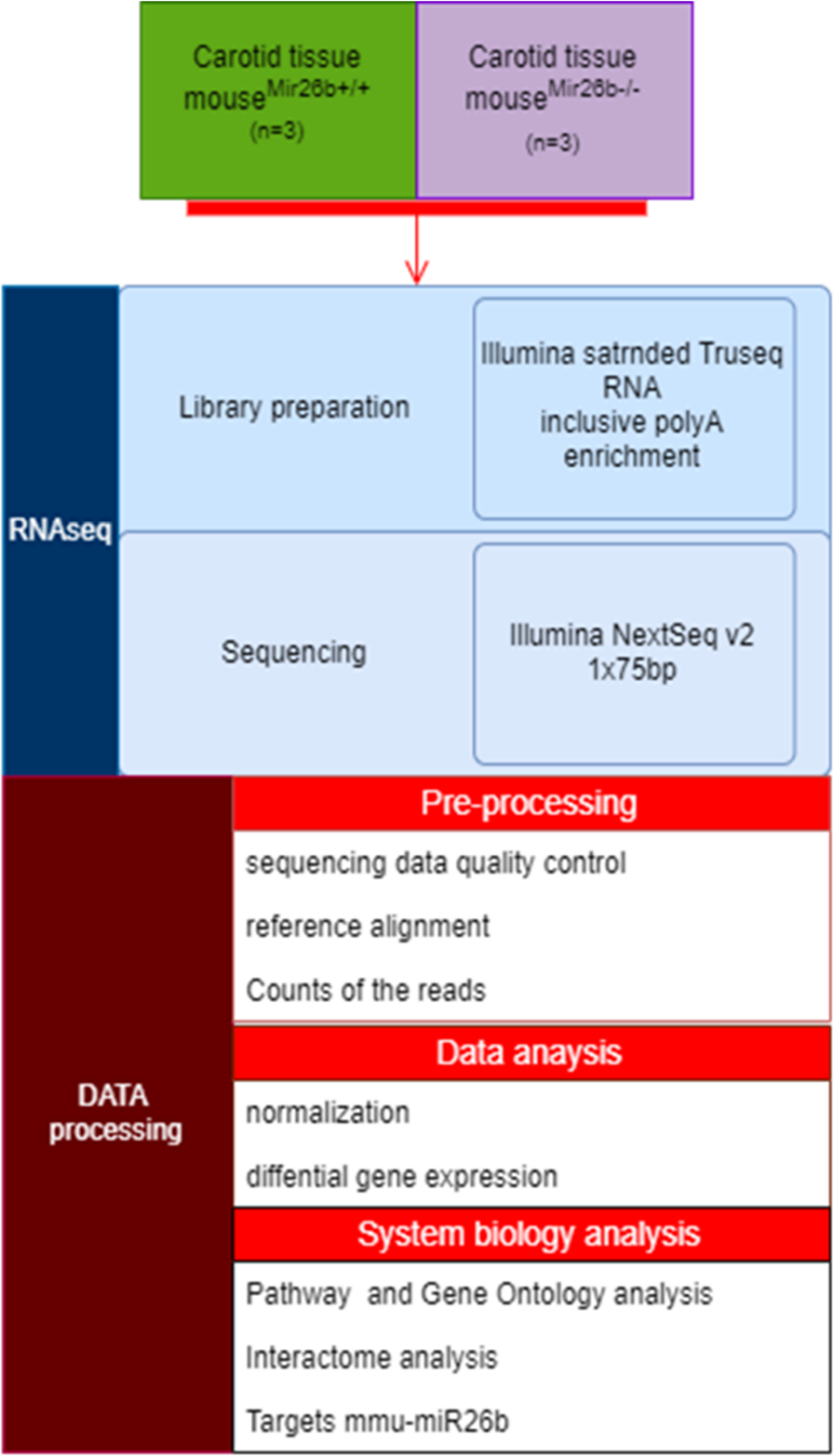
Flowchart NGS analysis. Isolated aortic vessels miRNA-26b^+/+^ and miRNA-26b^−/−^ mice at 8 weeks of age after chow diet (*n* = 3) were used for RNA sequencing (detailed steps are visualized in blue), followed by data processing and analysis (detailed steps are visualized in red)

**Fig. 4:**
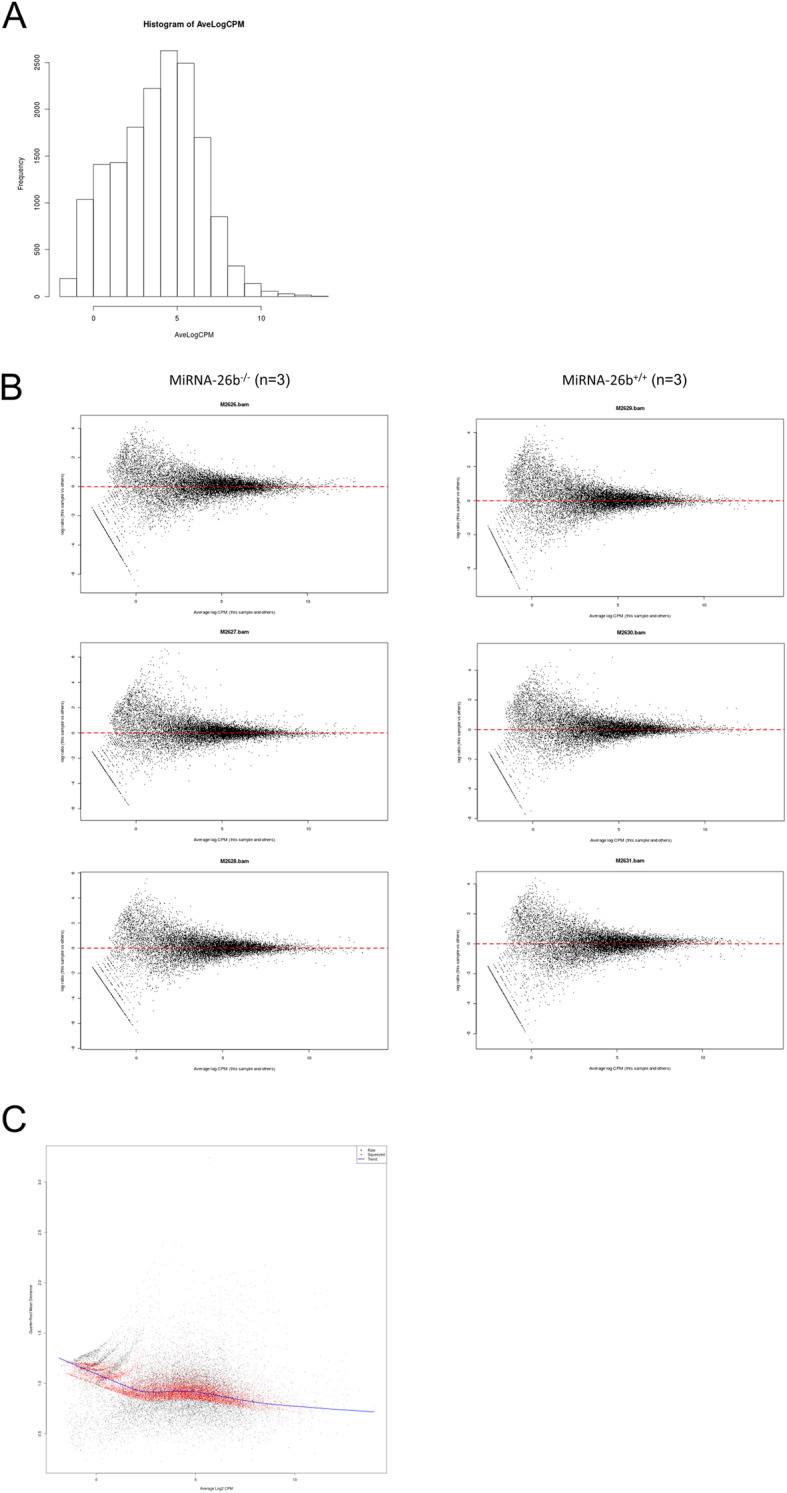
Normalization of RNAseq data. **a** Histogram of average reads count per mega-base (CPM): the data are given as frequencies of Average log read counts per mega-base (AveLogCPM). **b** Single Normalization Summary plots (log-ratios versus log-CPM in all samples) are shown for every sample. **c** AverageLog2 (x-axis) and deviances (y-axis) of each gene are plotted to show that after normalization the trend is maintained; every dot is a gene, in black the genes before normalization, in red the genes after normalization, the blue line represent the trend model

**Fig. 5:**
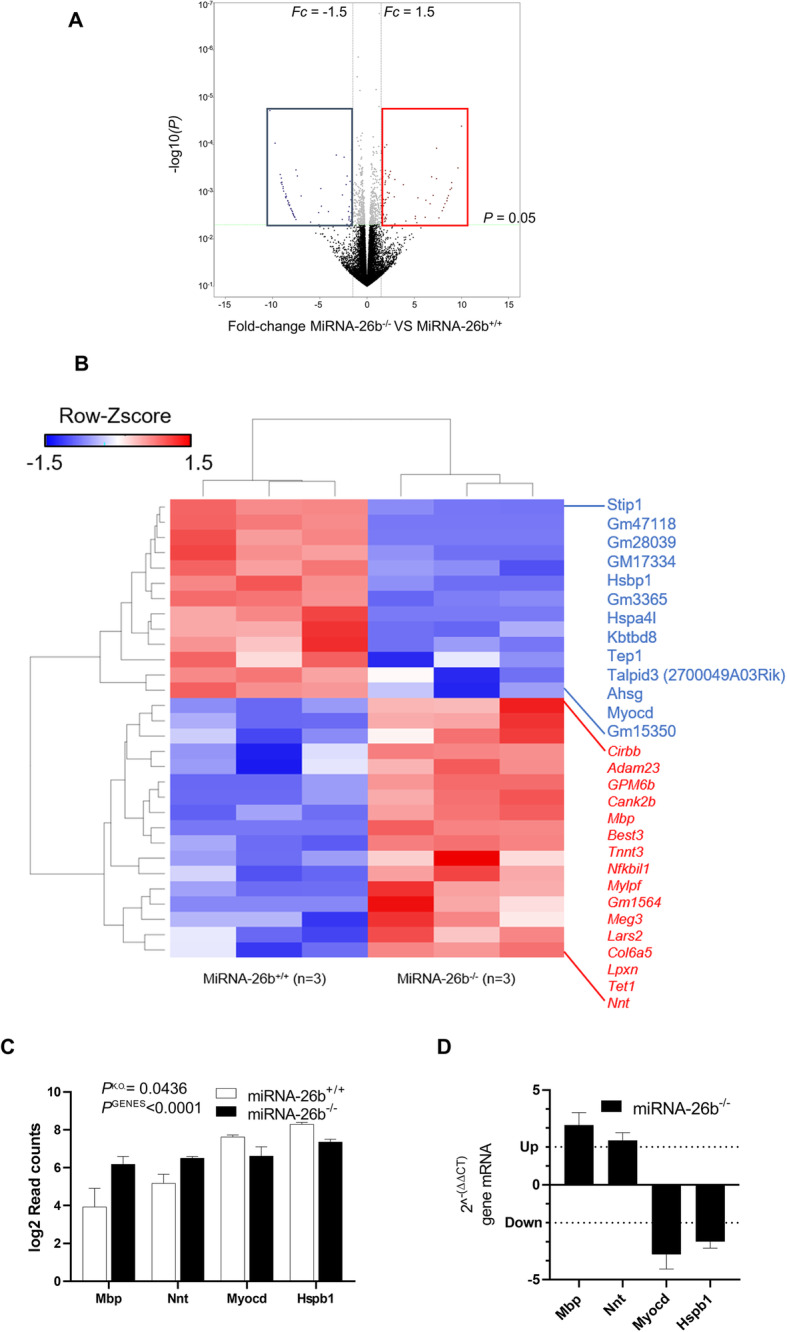
Transcriptome profiling demonstrates significant changes upon miRNA-26b deficiency. **a** ‘Volcano plot’ of statistical significance (P) against fold change (Fc) miRNA-26b^+/+^ and miRNA-26b^−/−^ mice, demonstrating the most significantly differentially expressed genes (P cutoff 0.05, Fc cutoff ≦ − 1.5 or ≧1.5). Every gene is represented by an individual dot. Non-significant genes are visualized in black, significant but not differentially expressed genes in gray, significantly down-regulated genes in blue and significantly up-regulated genes in red. **b** Heatmap showing the top 30 differentially expressed genes, in which each row represents a single gene and each column an individual sample. Down-regulated genes are visualized in blue and up-regulated genes in red. **c** Bar chart showing the top 4 differentially expressed genes for miRNA-26b^−/−^ mice inferred from transcriptomes as log2ReadCounts compared to control mice; *Mbp P* = 0.021128, *Nnt P* = 0.009119, *Myocd P* = 0.024823 and Hspb *P* = 0.000801 by multiple t-test; *P* < 0.0001 for the genes (PGENES), *P* = 0.0436 for miRNA-26b knock down (PKO), by two-way ANOVA with Bonferroni post-test. **d** Bar chart showing the top 4 differentially expressed genes for miRNA-26b^−/−^ mice inferred from 2^-ΔΔ(CT)^ compared to control mice. Data are given as mean ± SEM

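Of the 29 gene names legible in the heatmap, 28 were found among the genes tested, and each of the 28 had the direction drawn and an unadjusted p-value under 0.05. The name Gm1564 was not matched to a gene. This count was between 26 and 28 with each library left out in turn. Since the names were picked from these libraries by their p-values, the count is not independent evidence. After Benjamini-Hochberg adjustment over all genes tested, 0 of the 28 passed, against 17 with DESeq2, 13 with the likelihood ratio test and 8 without M2628. *Gm15564* passed. Several genes had no more than 3 counts in every library of a group, so that only a lower bound of their fold change can be given. *Gm28039* was at least 51.6-fold, *Gm47118* at least 35.2-fold, *Gm17334* at least 28.5-fold, *Gm3365* at least 25.6-fold and *Kbtbd8* at least 24.3-fold lower in miRNA-26b-/- mice. *Tnnt3* was at least 43-fold, *Mylpf* at least 42.8-fold, *Lpxn* at least 33.1-fold and *Best3* at least 29.9-fold higher. The bound of *Lpxn* rests on M2628: its counts were 27, 16 and 242 in the miRNA-26b-/- libraries, it was at least 7.52-fold higher without M2628, and it was tested in 4 of the 6 fits that each left out a library. Without M2630 the bounds were 31.9 for *Gm28039* and 17.0 for *Gm17334*, and without M2631 the bound was 14.9 for *Kbtbd8*. *Tnnt3* and *Mylpf* are genes of skeletal muscle. *Gm28039* overlaps *Zfp644*, *Gm47118* overlaps *Edn1*, *Gm17334* overlaps *Irf1*, *Gm15350* overlaps *Atp11a* and *Tep1* overlaps *Gm26782*, and as the counting did not use strand their reads may come from either gene. *Nfkbil1* overlaps *Atp6v1g2*. Leaving out M2626 took *Meg3* to an unadjusted p-value of 0.0555.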

The signature of 766 significantly altered genes was used to examine possible impacts on both pathways and biological processes. This enrichment analysis showed that the overall impact of the miRNA-26b deficiency tends to affect the gene transcription of important homeostatic pathways involved in transcriptional and translational processes linked to several pathologies like cancer, and neurological disorders (Fig. 6a), and Gene ontologies (G.O) in biological processes related to protein biosynthesis and metabolism (Fig. 6b-c).

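Mouse Reactome sets nearest by name to the paper's terms were tested in place of the KEGG and Gene Ontology sets, which were not used here. With camera, a competitive gene set test of limma run at an inter-gene correlation of 0.01, 3 of 15 sets had an adjusted p-value under 0.05. These were integrin cell surface interactions (64 genes tested, median log2 fold change -0.20, 43 genes lower, adjusted p = 0.000173), HSF1-dependent transactivation (20 genes, -0.27, 12 lower, adjusted p = 0.0113) and extracellular matrix organization (192 genes, -0.07, 118 lower, adjusted p = 0.0173). With each library left out in turn, the integrin set passed in 5 of 6 fits (adjusted p = 0.109 without M2626, median from -0.26 to -0.10), the HSF1 set in 4 (0.113 without M2627 and 0.0624 without M2629, -0.26 to -0.10) and the matrix set in 2, without M2628 and without M2629 (up to 0.767 without M2626, -0.17 to -0.03). With fry, or with the correlation estimated from the data, none of the 15 sets passed, and 1 set, HSF1-dependent transactivation, had an unadjusted p-value under 0.05 in each. The number of sets moved from 1 without M2626 to 8 without M2628. The sets on protein synthesis and metabolism did not pass: translation had an adjusted p = 0.256 (141 genes, median 0.04, 91 higher), which fell to 0.0253 without M2627 and to 0.0275 without M2628, while without M2626 the set turned lower (median -0.06, adjusted p = 0.109), and metabolism had 0.651 (1195 genes, 0.01, 658 higher) and mRNA splicing 0.651 (115 genes, 0.03, 64 higher). Axon guidance had an adjusted p = 0.256 (248 genes, -0.03, 135 lower) and protein folding 0.965 (33 genes, 0.01, 18 higher). In a Fisher's exact test, one-sided, of the genes with an unadjusted p-value under 0.05, the same 3 sets passed, each with an adjusted p = 0.0385 (10 of 64 integrin genes, 5 of 20 HSF1 genes and 21 of 192 matrix genes, against 835 of the 13525 genes tested that have an NCBI gene identifier).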

**Fig. 6:**
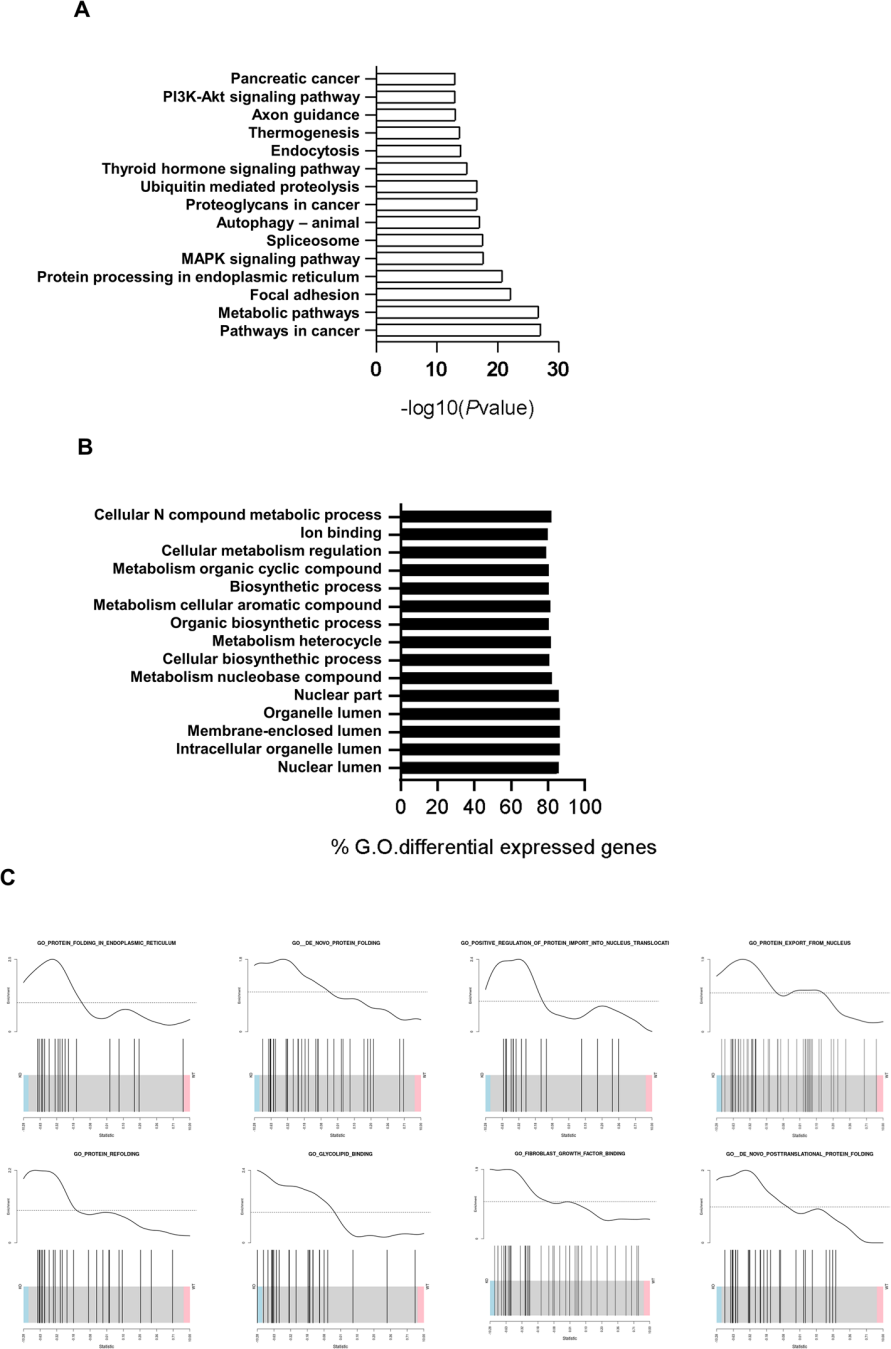
miRNA-26b^−/−^ influences the mouse transcriptome. **a** Bar chart showing the top 15 enriched pathways; data are given as -log10 of statistical significance (−log10*P*). **b** Barchart Top 15 enriched Gene Ontology (G.O) terms; data are given as percentage of genes differentially expressed in the G.O. terms. **c** Gene set Enrichment analysis: for each gene set, the enrichment curve is shown in the top part, whereas the barcode plot is visualized in the bottom part. The barcode plot shows miRNA-26b^−/−^ mice on the left (blue) and miRNA-26b^+/+^ mice on the right (red). Enrichment cutoff was set at 1.3, where 30% of the gene set is enriched

### MiRNA-26b^−/−^ deficiency differentially influences predicted miRNA-26b target genes

Finally, we focused our attention on predicted miRNA-26b targets, and evaluated how the miRNA-26b deficiency in our mouse model would affect their level of expression. We retrieved miRNA-26b targets and the relative target prediction scores from miRDB, an online database for microRNA targets and target predictions scores [16, 17]. We focused our analysis only on predicted targets that have a prediction score greater than 50. Of these, 10 transcripts were significantly altered in our data-set. Among these transcripts, 5 were highly up-regulated due to the miRNA-26b deficiency, whereas interestingly 3 of them were highly down-regulated in the sequencing results (Fig. 7a). 

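Fig. 7a names 7 of these genes, and each of the 7 had an unadjusted p-value under 0.05 in the direction drawn. With this test on all 6 libraries, 0 of the 7 had an adjusted p-value under 0.05. *Kbtbd8* passed with DESeq2 (adjusted p = 0.00528) and with the likelihood ratio test (0.0382), and *Zbtb16* with the likelihood ratio test (0.00198), without M2629 (0.00397) and without M2628 (0.0374). Over the alternatives the adjusted p-value ran to 0.984 for *Kbtbd8* and to 0.983 for *Zbtb16*. *Adam23* (chromosome 1 of GRCm38, 63445891 to 63596276) had 13.5 ± 4.85 CPM in miRNA-26b-/- and 3.69 ± 0.752 CPM in miRNA-26b+/+ mice (SD, n = 3 each), a log2 fold change of 1.91 (standard error 0.474, adjusted p = 0.647 from edgeR's quasi-likelihood test). It lies 10.9 Mb from the targeted locus. *Unc5d* (chromosome 8, 28646717 to 29219636) rose from 1.00 ± 1.04 to 7.37 ± 1.44 CPM, a log2 fold change of 2.91 (standard error 0.751, adjusted p = 0.648). With each library left out in turn this ran from 2.33, without M2629, to 4.03, without M2630. *Wnk3* (chromosome X, 151198078 to 151320152), which overlaps *A230072E10Rik*, had 22, 68 and 28 counts in the miRNA-26b-/- libraries and none in the miRNA-26b+/+ libraries, at least 12.7-fold higher. It was not tested without M2627 or without M2628, as it then fell to the filter. *Hpcal4* (chromosome 4, 123183227 to 123194701) had 0, 427 and 43 counts against 11, 1 and 0, so that the groups overlapped (exact permutation test, two-sided, p = 0.4), and it was not tested without the same libraries. *Kbtbd8* (chromosome 6, 95117240 to 95129790) had no counts in the miRNA-26b-/- libraries and 57, 33 and 134 in the miRNA-26b+/+ libraries. *Clec4n* (chromosome 6, 123229843 to 123247021) had 1, 0 and 4 counts against 72, 58 and 67, and *Zbtb16* (chromosome 9, 48654297 to 48836222) fell from 132.8 ± 83.1 to 21.7 ± 10.2 CPM, a log2 fold change of -2.57 (standard error 0.472, adjusted p = 0.167). Apart from *Hpcal4*, the groups did not overlap for any of these genes. The 8mer site TACTTGAA for the seed of miRNA-26b-5p, positions 2 to 8 and an A, occurs in the longest annotated 3′ UTR of *Adam23*, *Kbtbd8*, *Zbtb16* and *Clec4n* and not in that of *Unc5d*, *Wnk3* or *Hpcal4*. The shorter site TACTTGA, without the last A, occurs in that of *Hpcal4* but not of *Unc5d* or *Wnk3*. Of the genes with the 8mer, *Adam23* was higher in miRNA-26b-/- mice, and *Kbtbd8*, *Zbtb16* and *Clec4n* were lower.

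**Figure D3:**
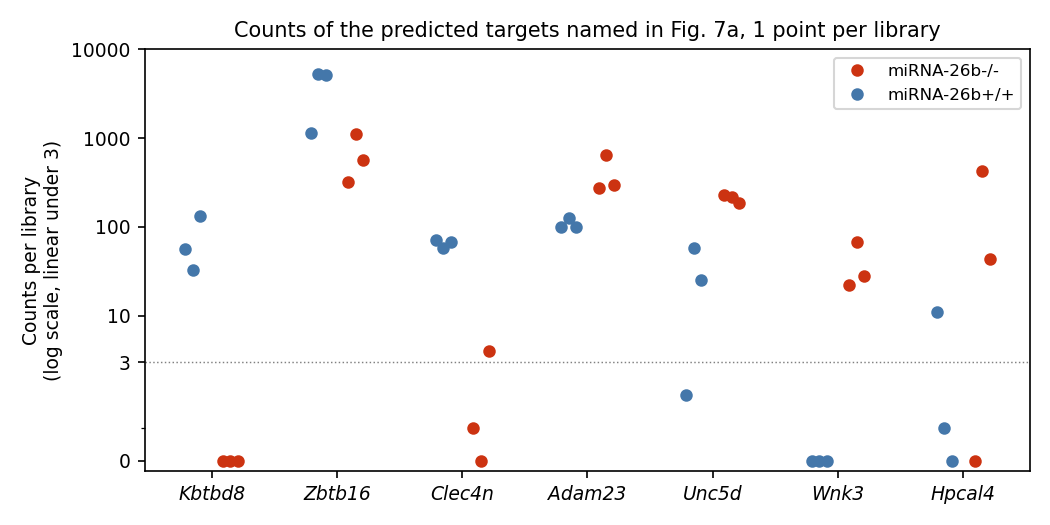
Counts per library (vertical axis, log scale above 3 and linear under 3) of the 7 predicted targets named by the paper, 1 point per library. Red points are the 3 miRNA-26b-/- and blue points the 3 miRNA-26b+/+ libraries, and the dotted line marks 3 counts. For *Hpcal4* the groups overlap.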

Real time PCR analysis was performed for 3 of the identified differentially expressed genes, either being the one with the strongest down- or upregulation (*Kbtbd8* and *Wnk3*, respectively) or the highest target score (*Adam23*), clearly validating the observed differences (Fig. 7b).

**Fig. 7:**
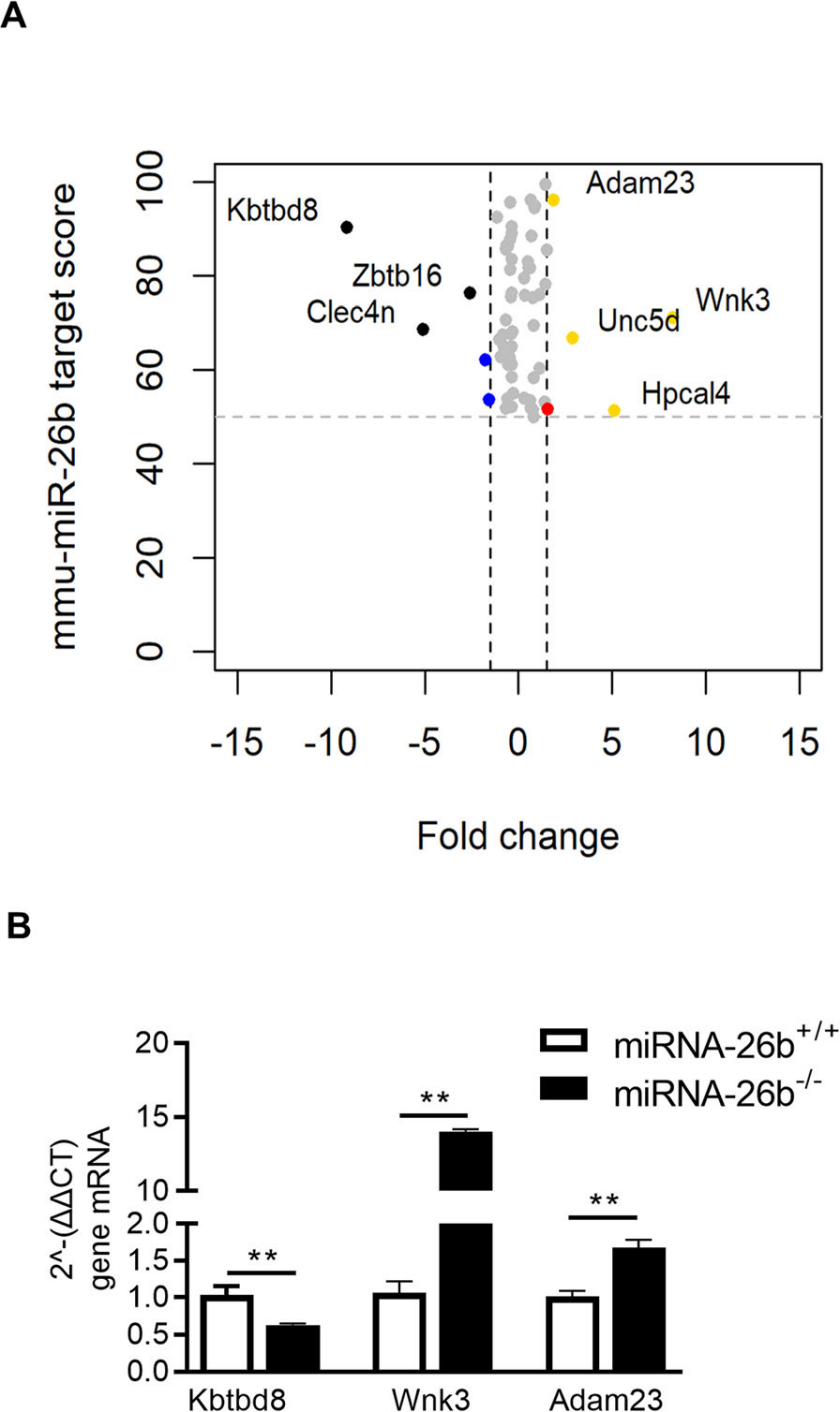
miRNA-26b^−/−^ differentially influences predicted miRNA-26b target genes. **a** ‘Volcano plot’ of miRNA-26b target score (mmu-miRNA-26b target score) against fold change (Fc) between miRNA-26b^−/−^ and miRNA-26b^+/+^ mice, demonstrating the most significantly influenced target genes from miRNA-26b^−/−^. Every target gene is represented by a single dot. Significant but not differentially expressed genes are visualized in gray, significantly down-regulated genes in blue, significantly upregulated gene in red, significantly downregulated genes with high target score in black and significantly upregulated genes with high target score in gold. Mmu-miRNA-26b target score cut-off was set at 50 and Fc at ≦ − 1.5 or ≧1.5. **b** Relative mRNA expression measured by real time PCR. Data represent mean ± SEM, as analyzed by Mann-Whitney test

## Discussion

Over the last years it became clear that miRNA-26b most likely plays an important role in a wide variety of pathologies, like cancer, Alzheimer’s disease, hepatitis and CVDs [6–15]. Although the observed associations were very strong, though often very ambiguous, clear causal relationships have not yet been established. This highlights the need for a proper mouse model enabling the study of the role of miRNA-26b in these different pathologies.

In this manuscript, we have described the generation of miRNA-26b knockout mice and analyzed the physiological phenotype and vascular transcriptome of these mice. It is important to note that our mouse model has a deficiency of both the miRNA-26b-3p as well as the miRNA-26b-5p product, making it at this moment impossible to dissect the exact role of the individual mature products, due to the specificity in the maturation process of each miRNA. Another limitation of our study is that, although the mRNA levels did not change upon deficiency of miRNA-26b, we were unable to determine potential changes in CTDSP1 protein levels in our mice which could be a confounding factor though this appears to be rather unlikely. The deficiency of miRNA-26b did not have any major physiological effects on systemic lipid levels, blood parameters or tissue leukocytes, suggesting that most of the effects of miRNA-26b are rather pathologically induced. The lack of such physiological effects makes this mouse model ideally suited to investigate various pathologies as the confounding factors at baseline are rather limited.

Based on the identified and highlighted targets of miRNA-26b in our mouse model, again clear pathological links can be observed. For example, *Wnk3*, a kinase that plays an role in the regulation of ion transporters in both the kidney and extrarenal tissues [18, 19], has also been shown to play a role in various pathologies, like cancer and to developmental processes like cardiovascular and neuronal development [18]. For example, in a mouse model of ischemic neuroglial injury it was demonstrated that inhibition of *Wnk3* results in an accelerated neurological recovery [20]. All other upregulated genes have also been demonstrated to play a role in neurological processes. For *Adam23* it has been shown that it regulates neuronal differentiation by influencing neural progenitor cells [21]. Additionally, *Unc5d* plays an important role in neocortex development [22], whereas *Hpcal4* is a neural calcium sensor [23]. Moreover, pathway analysis also revealed clear neurological links, as miRNA-26b-5p deficiency has effects on processes like axon guidance. Combined with the studies demonstrating effects of miRNA-26b-5p on neurological pathologies [11, 12], this might suggest that at least some of these effects could be mediated via these identified genes. However, more elaborate studies with this miRNA-26b-deficient mouse model in neurological disease models are needed to further validate this.

Besides these neurological effects, several of the identified genes also play a role in cancer-related processes. For example, *Wnk3* has also been shown to play a role in cell apoptosis and metastasis [24, 25]. On the other hand, *Adam23* has been demonstrated to suppress cancer cell metastasis through the interaction with integrins [26]. Furthermore, such tumor suppressor role has also been demonstrated for *Unc5d* [27]. Again, these effects were also supported by the pathway analysis linking miRNA-26b for example to pancreatic cancer and proteoglycans and other cancer related pathways. Especially in light of the ambiguous results regarding the role of miRNA-26b-5p in cancer [6–10], which at least partly is attributable to the various cancer types that have been investigated, it is of crucial importance to further study the exact and particularly causal role of miRNA-26b and the identified targets in cancer development.

In addition, the identified targets also highlight the potential role of miRNA-26b in other, yet unrecognized, physiological and pathological processes. For example, *Clec4n* has been shown to play a role in allergic airway reaction [28] and in protection against mycobacterial infections [29]. Additionally, *Zbtb16* has been shown to promote white adipogenesis and induce brown-like adipocyte formation [30]. Furthermore, *zbtb16* mediates substrate utilization in brown adipocytes [31]. Pathway analysis also revealed links to thermogenesis and metabolic pathways, further supporting this potential link of such processes with miRNA-26b.

## Conclusions

It has become clear over the last years that miRNAs play an important role in physiology and especially also in various pathologies. One of the miRNAs that has been associated to several pathologies is miRNA-26b, although these interactions are still rather ambiguous and clear causal relationship still need to be proven. Our novel mouse model of miRNA-26b deficiency is an ideal tool to confirm the exact role of this miRNA in all of these pathologies. Initial analysis of our model already confirms several of the pathological associations, as clear links are observed to neurological and cancer processes and even revealed novel potential pathological interactions. All by all, miRNA26b seems to play an important role in even more pathologies than were initially described. It is important to mention that in this study we focused on gene expression changes using transcriptomic analysis, thus only evaluating a subset of the miRNA-26b targets. As miRNAs also play a key role in inhibiting translation, rather than gene expression destabilization, future proteomic analysis would be highly interesting to identify further effects of miRNA-26b deficiency on its target genes/proteins. Furthermore, we focused in our study only on arteries for the moment, a further analysis of other peripheral tissues could provide additional insight into the role of miRNA-26b. Although our mouse model on baseline only presents a small amount of differentially regulated genes, it would be of great importance to evaluate this mouse model in various pathological conditions to evaluate the effect of miRNA-26b on target genes in diseased conditions. Additionally, further studies using the miRNA-26b deficient mouse model are needed to confirm the causal relationship in all these pathologies.

## Methods

### Conditional inactivation of miR26b in mice

The steps leading to the creation of mice carrying the Cre and homozygous floxed miR26b are illustrated in Fig. 1a. We first designed and cloned the targeting vector followed by the generation of founder mice carrying the floxed miR26b gene. The founder mice were mated with Flp and then with Cre mice to generate the F3 KO offspring.

### Construction of the targeting vector

We induced homologous recombination in embryonic stem (ES) cells using a construct containing 2.0 kb of gDNA, including exon 2,3 and 4, as also part of intron 4–5, a Neo Cassette was inserted in between Frt sites. 160 bp of gDNA, including miR26b was flanked by loxP sites (floxed). The construct was finished by introducing a 5.6 kb fragment of gDNA serving as 3′ recombination arm (Fig. 1a). A correctly targeted ES cell clones were injected into blastocysts to produce a chimeric mice, which transmitted the modified allele through the germ line. A male heterozygous for the targeted allele was bred with a female expressing ubiquitous Flippase (Flp) transgene to ultimately produce animals that had deleted the Neo cassette, preserving the loxP sites flanking exon miR26b.

### ES-cell electroporation

R1/E (129/Sv) embryonic stem cells (ES), were cultured on irradiated mouse embryonic fibroblasts (MEFs) using the following ES-medium Knock-Out-DMEM, 12% fetal calf serum [FCS], 2 mM L-glutamine, 1 mM sodium pyruvate, 1% penicillin/streptomycin, 100 μM nonessential amino acids (all Invitrogen), 100 μM b-mercaptoethanol) containing leukemia inhibitory factor (LIF). ES cells were electroporated using a BIORAD electroporator (250 V, 500 μF) with 25 μg linearized constructs (pKO-miR26b) and selected with 200 μg/ml Geneticine (G418).

### ES-cell injection

miRNA-26b^−/−^ mice were generated by Laser assisted (XY-Clone Hamilton Thorne) injection of R1/E(129/Sv) cells into 8-cell stage C57Bl/6NCrl embryos. All manipulations were done in the Transgenic Core Facility (TCF) of the MPI-CBG, Dresden. Chimaeras were crossed to C57Bl/6NCrl mice and their offspring was screened for germline transmission. Embryo donor and recipient mice: C57BL/6NCrl, Crl:CD1(ICR) mice were purchased from Charles River. All mice were housed in IVC units and maintained on a 12-h dark/12-h light cycle. For the production of eight cell stage embryos, 8-week old females were natural mated. The females were screened for vaginal plugs the next morning (0.5 days post coitum, dpc) and housed until embryos were collected by day 2,5 dpc. Crl:CD1(ICR) females were mated with vasectomized Crl:CD1(ICR) males and used as recipients for injected embryo transfer at 0.5 dpc into the oviduct.

### Southern blot

Southern blot was performed as described in DecaLabel™ Biotin DNA kit (Thermo Fisher K0651) The gDNA was cut by BspHI and probed by 0.7 kb amplified fragment binding upstream of 5′ recombination arm.

### Primer design and genotyping of miR26b KO mice

Genotyping of the animals was performed by conventional PCR. The gDNA was isolated by Trizol (Thermo Fisher CatNr: 15596026) using mouse tail biopsies. We set primer mix 1 and 2 and primer mix 1 and 3. Primer 1- (3′ out of miR 26b) – 5′-CATTCGCTGTAGGAACTCATCTAC-3′; Primer 2- (5′ out of miR 26b)-5′-GAGTGAGAACCCAAGACTACCTG-3′; Primer 3-(in miR26b)-5′-GACCCAGTTCAAGTAATTCAGG-3′. All PCR reactions were amplified with GoTaq (Promega M7808).

### Real-time PCR

For RNA analysis, total RNA was isolated from mouse aortas and reverse-transcribed into cDNA using Mo-MLV RT (Invitrogen). RT-PCR was performed using TaqMan Gene Expression Master Mix and Real time specific primer pairs (Applied Biosystems). All reactions were run on a 7900HT thermocycler (Life Technologies GmbH), essentially as described [32]. The expression levels of the target genes were quantified by the ratio to 18S RNA levels, detailed information is given in the table below. The results are reported as relative gene expression (2^-ΔΔCT^) or undetermined when the amplification is not detected by Relative Quantification Manager software (Life Technologies GmbH).

**Table:** 

Gene	Company	Catalog Number
18S RNA	Thermo Fisher	4352930E
miR26b-3p	Thermo Fisher	002444
miR26b-5p	Thermo Fisher	000407
miR26a-1	Thermo Fisher	002443
miR26a-2	Thermo Fisher	463,227 mat
Myocd	IDT	Mm.PT.58.5756972
Mbp	IDT	Mm.PT.58.13897707
Nnt	IDT	Mm.PT.58.50497613
Hspb1	IDT	Mm.PT.58.41302123
Ctdsp1	IDT	Mm.PT.58.41127385
Adam23	IDT	Mm.PT.58.30118948
Wnk3	IDT	Mm.PT.58.32266018
Kbtbd8	IDT	Mm.PT.58.5701424

### Mice

All mice (in house creation as described above) were on the C57BL/6 background and were kept in a SPF facility with normal light/dark cycles and ad libitum access to food and water. Animals were fed a normal laboratory diet (Sniff V1534–300) and randomly allocated to experimental groups. miRNA-26b^−/−^ mice were derived after intercrossing with CreERT2 mice and deleting the allele by tamoxifen injection. The CreERT2 gene was eliminated by breeding. Animals are euthanized under a deep, non-antagonisable anaesthetic (6–8 mg/kg xylazine and 90–120 mg/kg ketamine) with subsequent blood collection by retroorbital puncture using anticoagulant capillaries.

### Lipid and blood count analysis

Cholesterol and triglyceride levels were quantified in EDTA (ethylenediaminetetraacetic acid)-buffered plasma using an enzymatic assay (Roche) according to the manufacturer’s protocol. Freshly obtained EDTA blood was used to analyze leukocyte counts using an animal blood counter (scil Vet ABC Hematology Analyzer).

### Flow cytometry

Whole blood obtained was collected in EDTA-buffer tubes. Samples were subjected to red-blood-cell lysis for further analysis using flow cytometry. Bone marrow cells were harvested by flushing femurs with Hank’s Medium (Hanks’ Balanced Salt Solution + 0.3 mmol/l EDTA + 0.1% BSA) (Gibco by life technologies). Spleen and lymph nodes were mechanically crushed and passed through a 30 μm cell strainer (Cell-Trics, Partec) using Hank’s Medium and to obtain single cell suspensions. Single cell suspensions were subsequently stained with different antibody cocktails and analyzed using a FACS Canto II, using the FACSDiva software (BD Biosciences). Cell populations were discriminated by the following antibody cocktail: anti-CD45, anti-CD115, anti-Gr1, anti-CD11b, anti-B220, anti-CD3, anti-CD4, anti-CD8 (All eBioscience). Cell populations and marker expression were gated as depicted below using the FlowJo analysis program (Treestar): neutrophils (CD45^+^CD115^−^Gr1^high^), classical monocytes (CD45^+^CD115^+^Gr1^high^), non-classical monocytes (CD45^+^CD115^+^Gr1^low^), B-cells (CD45^+^CD115^−^Gr1^−^B220^+^), CD3^+^T-cells (CD45^+^CD115^−^Gr1^−^CD3^+^), CD4^+^T-cells (CD45^+^CD115^−^Gr1^−^CD3^+^CD4^+^) and CD8^+^T-cells (CD45^+^CD115^−^Gr1^−^CD3^+^CD8^+^).

### Sample preparation for RNA-sequencing

After sacrifice (see Mice for more details), mice were perfused with phosphate buffered saline and subsequently the aortic arch and thoracic aorta was explanted, collected in RNA-later solution and snap frozen in liquid nitrogen.

Total RNA isolations were done at Microsynth, Switzerland. In brief, total RNA was isolated using the RNeasy Mini Kit (Qiagen, Hombrechtikon, Switzerland) following the supplier instructions. The total RNA was quantified using RiboGreen® and the RNA quality was check using the Bioanalyzer® platform (RIN value) before library preparation. The libraries were prepared according to TruSeq RNA Library Prep Kit v2 (Illumina, San Diego, California, U.S) specifications, and then sequenced by Illumina HiSeq 2000 with a 30 million reads depth.

### Sequence alignment, differential expression and enrichment analysis

RNAseq sequencing files were aligned with GRCm38/mm10 version using STAR. The transcripts abundances were estimated with the package Subread2 using the FeatureCounts function running on Unix environment using as gene-annotation database the gene-code Release M23 (GRCm38.p6). The data were filtered, normalized and the differential gene expression was computed using the packages limma (https://bioconductor.org/packages/release/bioc/html/limma.html) and edger (https://bioconductor.org/packages/release/bioc/html/edgeR.html) on R. The pathways enrichment and the gene sets enrichment were assessed with Camera package on R3.

### Generation of plots

All heatmaps were created using the statistical computing language R (http://www.R-project.org) using the heatmap.2 function in the gplots package (http://cran.r-project.org/web/packages/gplots/index.html); volcano plots were generated with the package EnhancedVolcano (https://github.com/kevinblighe) Barcharts were created using Graph Prism v8.0 (GraphPad, San Diego, California).

### Data deposition

Raw .bam files, and processed data are deposited on Gene expression omnibus (https://www.ncbi.nlm.nih.gov/geo) with the series number GSE147519.

### Statistical analyses

For mouse phenotyping, statistical calculations were performed using GraphPadPrism (GraphPad Software Inc.). Normality was tested using the D’Agostino and Pearson omnibus K2 normality test. Data that did not pass the normality test were further analyzed using the Mann-Whitney test. Normally distributed data are analyzed using the unpaired t-test with Welch correction. All data are presented as mean ± SEM.

## Supplementary Information

**Additional file 1.**

## Data Availability

All datasets used and/or analysed during the current study are available from the corresponding authors on reasonable request. The raw data from the next-genome sequencing has been deposited at Gene expression omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE147519).

## Abbreviations

AveLogCPM: Average log read counts per mega-base
CPM: Count per mega-base
CT: Cycle threshold
CVD: Cardiovascular disease
EDTA: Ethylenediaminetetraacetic acid
ES: Embryonic stem
FC: Fold change
FCS: Fetal calf serum
Floxed: Flanked by loxP sites
Flp: Flippase
GEO: Gene expression omnibus
G.O.: Gene ontologies
LIF: Leukemia inhibitory factor
MEF: Mouse embryonic fibroblast
miRNA: MicroRNA
UTR: Untranslated region

How the deposited data were processed for this re-analysis (not part of the article)

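Aortic vessels of 3 miRNA-26b-/- and 3 miRNA-26b+/+ mice were sequenced, and the libraries are named here M2626 to M2628 (miRNA-26b-/-) and M2629 to M2631 (miRNA-26b+/+). The genotype of each library was taken from the sample labels and from Fig. 4b, which give the same grouping. The tissue is described in several ways: the methods name the aortic arch and thoracic aorta, Fig. 3 names carotid tissue, and the labels name endothelial cells of the aorta.

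The authors deposited read counts per gene, made by aligning the reads with STAR to GRCm38 and counting them with featureCounts over the exons of each gene name, without strand and with reads over several genes counted for each. The paper names release M23 of the GENCODE annotation, and the count table was made with release M21. The authors deposited a second table with log2 CPM for each library, the log2 fold change and an unadjusted p-value for each of 16340 genes. Its counts differed from those of the count table in 0 values. A column of the deposited table headed FDR reaches 81.0, with 5074 values above 1, and equals the quasi-likelihood F statistic, so it was not used as a false discovery rate. Benjamini-Hochberg adjustment of the deposited p-values gives 1 gene with an adjusted p-value under 0.05, the smallest being 0.0277.

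From the counts, genes with a sum of at least 2 counts and more than 1 CPM in at least 2 libraries were kept, normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with a prior count of 0.125 for fold changes. Adjusted p-values are Benjamini-Hochberg values over all genes tested. The paper's text gives no CPM threshold. Gene sets were tested with camera of limma 3.58.1 on voom log2 CPM at an inter-gene correlation of 0.01, with fry and with an estimated correlation as alternatives. The sets were 24 lists of marker and process genes, of which 23 had tested members, and 15 mouse Reactome sets from the package fgsea 1.28.0. The list of X inactivation holds *Xist* alone and was not tested. Levels of single genes are given as CPM, mean ± SD over 3 mice. A fold change against a group in which every library has at most 3 counts, which is 0.102 CPM in a library of average size, is given as a lower bound. These floors cover counting error only, as reads without molecular identifiers are not independent molecules.

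The genes named are those of Fig. 5b, Fig. 5c, Fig. 7a and the discussion, *Ctdsp1* and *Mir26b*, the genes with an adjusted p-value under 0.05, the members of the lists, *Xist* and 4 genes of the Y chromosome. The values of some of these genes are not reported here. Genes within 20 Mb of *Mir26b* that are named in the closing observations and the ribosomal RNA gene *CT010467.1* were chosen after their values were seen. The seed of miRNA-26b-5p was taken from the primer sequence in the methods, and sites were searched in the longest annotated 3′ UTR of 21166 genes. The table of predicted targets and scores was not used here.

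Alternatives were the normalization (library size, upper quartile), the test (DESeq2 1.42.0, limma voom, limma trend on log2 of the deposited CPM values plus 0.5, edgeR's likelihood ratio test, robust shrinkage), the filter on few counts, the prior count and leaving out each library in turn. The tests, the lists, the Reactome sets and these alternatives were fixed before the data were examined. The earlier quasi-likelihood method of edgeR, alone and with robust shrinkage and filterByExpr, was added after seeing the data; with the latter setting the p-values differ from those in the authors' deposited table by at most 3.6e-09.

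The procedure was tested on simulated counts drawn from the means and library sizes of these libraries. In these, 200 genes, all with a mean over 5 CPM, were changed by a log2 fold change of 2. It recovered 97.5% of the 200 genes at an unadjusted p-value under 0.05 and 170 of them after adjustment, with a median log2 fold change of 1.97. Recovery of genes with fewer counts was not tested. Of the 389 genes past the log2 threshold in the data, only 54 had a mean of at least 5 CPM. Of the 14806 unchanged genes, 6.53% had an unadjusted p-value under 0.05, against 4.76% with the earlier method of edgeR, 4.14% with limma voom, 5.48% with the likelihood ratio test and 6.41% with DESeq2. A simulated set of 20 genes raised by 1 on the log2 scale had an adjusted p = 4.55e-36 with limma's camera and 0.000104 with fry. An unchanged set had an adjusted p = 0.806 with camera and 0.775 with fry. The draw from means and library sizes did not model correlation between the genes of a set. With only 1 unchanged set, it also cannot show how often camera passes unchanged sets. The simulation therefore does not decide between camera and fry where they differ in the data.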

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

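The tests in this part were chosen only after the result was seen. Both results come from marker lists without genes that the paper names, in which the library of a miRNA-26b-/- mouse exceeded every miRNA-26b+/+ library by more than 1 on the log2 scale.

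Sympathetic neuron genes had a mean of 4.98 log2 CPM in the miRNA-26b-/- library M2627, against 2.88 in M2630, the highest miRNA-26b+/+ library, -0.19 in M2626 and -0.50 in M2628. The most abundant gene, *Uchl1*, had 4032 counts there and from 1392 to 2645 in the other libraries, so it was high in all 6. *Dbh* had 2892 counts in M2627, *Tubb3* 1676, *Stmn2* 1329 and *Th* 1244; in M2630 they had 413, 245, 557 and 98 counts. *Dbh* and *Th* had none in the other 4 libraries, while *Stmn2* had from 181 to 664. Of the 10 genes, 3 were above 3 counts in every library. The genotypes overlapped (exact permutation test of the list means, two-sided, p = 0.5), and the other miRNA-26b-/- libraries argue against the genotype as a cause shared by the 3 mice. Sympathetic nerve or ganglion tissue in the dissected sample is a candidate explanation: it brings the whole list, and 10 of the 10 genes were highest in M2627. The list was flagged by its mean in this library, so this count is not independent evidence for the tissue. A difference in depth would not pick these genes, since M2627 held 33345037 and M2629 30213563 counts. Whether the tissue was left on this aorta by dissection or belongs to it was not tested.

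Lymphocyte genes had a mean of 1.73 log2 CPM in the miRNA-26b-/- library M2628, against 0.65 in M2629, the highest miRNA-26b+/+ library. This mean rests on 5 genes with few counts, of which 1 was above 3 counts in every library. Lymphoid tissue or blood in the dissected sample is a possible explanation that these counts leave open, as 2 of the 5 genes were highest in M2628, *Cd4* with 91 counts and *Ighm*, which is a tie at 14.6 CPM with M2629 (411 and 446 counts). What keeps it open is the small number of genes and counts. All 10 macrophage genes and all 10 fibroblast genes were also highest in M2628, while all 5 erythroid genes were highest in M2626. These values do not tell lymphoid tissue or blood apart from other tissue. The genotypes overlapped (exact permutation test of the list means, two-sided, p = 0.9), and no other biological explanation was tested.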

How the results depend on the processing

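No test in this part was chosen after the result was seen, apart from the 2 settings with edgeR's earlier quasi-likelihood method, which were added after seeing the data.

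The number of genes with an unadjusted p-value under 0.05 was 1036. It stayed within 1.5 times of this with every normalization, test and filter tried, from 775 with the earlier method of edgeR together with robust shrinkage and filterByExpr to 1054 with the sum of counts as the only filter. Leaving out a library in turn gave from 686 genes, without M2631, to 1692, without M2628. Library size in place of TMM moved the share of higher genes from 52.5% to 56.2%, and limma voom moved it to 43.1%.

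The number of genes with an adjusted p-value under 0.05 was 1. It was 57 with DESeq2, 19 with the likelihood ratio test, 3 with limma voom, 3 with robust shrinkage and 0 with edgeR's earlier quasi-likelihood method, which had 802 genes at an unadjusted p-value under 0.05. It ran from 0, without M2626, M2630 or M2631, to 82, without M2628. The cause was not tested, but on simulated counts DESeq2 also called 80 of the 14806 unchanged genes and the likelihood ratio test 56, against 14 for the quasi-likelihood test and 8 for limma voom.

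The number with a fold change over 1.5 was 759. It was 465 with the earlier method, robust shrinkage and filterByExpr, and from 544 without M2631 to 1225 without M2628 with each library left out. On the log2 scale it was 389, and it was 142 with limma voom, 209 with the earlier method and 143 with the earlier method, robust shrinkage and filterByExpr. More genes were higher than lower, 429 against 330 and, on the log2 scale, 238 against 151. This turned round with limma voom (250 against 277, and 65 against 77), with limma trend (328 against 358, and 135 against 147) and without M2627 (366 against 400, and 160 against 205). It also turned round without M2628 for the fold change (592 against 633) and with the earlier method, robust shrinkage and filterByExpr on the log2 scale (69 against 74). The cause was not tested. The few counts of these genes limit this result, since 263 of the 389 had a library at 0.

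Of the gene sets, 10 lists and 3 Reactome sets had an adjusted p-value under 0.05 with camera, and 0 lists and 0 Reactome sets with fry and with the estimated correlation. At an unadjusted p-value under 0.05, fry called 6 lists and 1 Reactome set, and the estimated correlation called 4 lists and 1 Reactome set. The Reactome sets ran from 1, without M2626, to 8, without M2628, and Fisher's exact test against all annotated genes gave 5 sets in place of 3, by the construction of a larger background. The vascular smooth muscle list, with a median log2 fold change of -0.05, ran from -0.15, without M2626, to 0.0029, without M2631, where its sign changed. The skeletal muscle list fell from 1.63 to 0.41 without M2627 (adjusted p = 0.0512), and the macrophage list went from -0.38 to -0.05 without M2626 (adjusted p = 0.67).

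The difference between genes with and without a seed site, -0.01, changed sign without M2626 and without M2629, and ran from -0.031, without M2628, to 0.044, without M2626, with each library left out. The share of genes near *Mir26b* at an adjusted p-value under 0.05 was 0, against 7.98% at an unadjusted p-value under 0.05, since 1 gene passed adjustment in all.

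The genes named from Fig. 5b and Fig. 7a, with 4 others, gave 731 combinations of gene and setting, of which 727 kept their direction and their side of an unadjusted p-value of 0.05. The others include *Meg3* without M2626 and *Hpcal4* with limma voom and with limma trend, where the p-value rose above 0.05. Of the 7 targets, 5 were tested without M2627 and without M2628, where *Hpcal4* and *Wnk3* fell to the filter, and 5 with the filter of 1 CPM in at least 3 libraries. No paired analysis was possible because the libraries of the 2 groups share no replicate number.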

Differences from the paper's values

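No test was added for this part after the result was seen.

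For genes with a fold change over 1.5, the paper reports 76, and 759 were found here with the fold change on the linear scale and 389 with the threshold on the log2 scale. None of the alternatives set before the data were examined closed the gap. On the linear scale the lowest of them were 527 genes with limma voom and 544 without M2631, and on the log2 scale 142 with limma voom. With edgeR's earlier quasi-likelihood method, robust shrinkage and filterByExpr, a setting chosen after seeing the values, 465 and 143 genes passed, the same numbers as in the authors' deposited table.

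The paper names transcription, translation and metabolism among the affected processes, and axon guidance and thermogenesis in its discussion. The nearest Reactome sets had adjusted p-values over 0.05 with camera: 0.256 for translation, 0.651 for metabolism, 0.651 for mRNA splicing, 0.256 for axon guidance and 0.133 for respiratory electron transport and heat production by uncoupling proteins (92 genes, 61 higher, median 0.07). Translation passed, with higher expression in miRNA-26b-/- mice, without M2627 (adjusted p = 0.0253) and without M2628 (0.0275), and was lower without M2626 (median -0.06, adjusted p = 0.109). The set with heat production passed, with higher expression, without M2628 (median 0.25, adjusted p = 3.77e-10), M2629 (0.10, 0.047) and M2630 (0.14, 0.00204), and its median was below 0 without M2627 (-0.04, 0.202) and M2631 (-0.02, 0.649); with fry its adjusted p-value was 0.87. Axon guidance passed without M2628 (adjusted p = 0.0275) and in Fisher's exact test against all annotated genes (adjusted p = 0.00331). Metabolism and mRNA splicing passed in no setting that was run.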

Other observations

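In this part, the tests of library size, few RNA molecules, collection stress (the list without the picked genes), *Gm15564* and *Lars2*, and cardiac muscle tissue, and the division counts for the adjusted p-value and for the log2 threshold, were chosen only after the result was seen.

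The 6 libraries can be divided into 3 and 3 in 10 ways, so the real division can never be told from chance at a share under 0.1. With the real division included, 4 of the 10 divisions gave as many genes with an unadjusted p-value under 0.05, 4 gave as many with an adjusted p-value under 0.05, 5 gave as many with a fold change over 1.5 and 2 gave as many with a log2 fold change over 1.5. The other divisions had between 486 and 1343 genes at an unadjusted p-value under 0.05. In 1846 genes (11.5% of those tested) the groups did not overlap, where chance gives 10%, and the other divisions had between 1194 and 2045. Of the 10 divisions, 6 gave as many lists and 7 as many Reactome sets with an adjusted p-value under 0.05 as the real division. The 28 genes of the heatmap and the 7 predicted targets reached their numbers in 1 of 10 divisions, the real one, with at most 5 and 2 in the others, but they had been picked by this division. By the same selection of the genes by the split they display, 9 of the 10 divisions were separated by their own 30 genes, so a separation by genes chosen in this way is not particular to the genotypes. On simulated counts, 6.53% of unchanged genes had an unadjusted p-value under 0.05, against 6.47% of the genes in the data. The data were also below the simulation with DESeq2 (5.24% against 6.41%), the likelihood ratio test (4.96% against 5.48%) and robust shrinkage (6.33% against 6.48%), and above it with limma voom (5.29% against 4.14%) and with edgeR's earlier method, alone (5.01% against 4.76%) or with robust shrinkage and filterByExpr (4.74% against 4.54%).

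A difference in library size between the groups is argued against by the totals, since all 3 miRNA-26b+/+ totals lay between the lowest and the highest miRNA-26b-/- total, and a difference in sex between the groups by *Xist*, which had 0 counts in each library.

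Large fold changes came mostly from genes with few counts. Of 4336 genes with a mean under 5 CPM, 8.07% had an unadjusted p-value under 0.05, against 5.87% of the 11681 others. A candidate explanation is that few RNA molecules were copied into many reads: of 3764 genes detected in exactly 1 library, 49.8% had 10 or more counts there. In 51 genes past both thresholds every library of a group had at most 3 counts, and the other divisions gave between 43 and 61 such genes. *Kbtbd8*, *Wnk3*, *Mylpf* and *Tnnt3* are of this kind, though for *Kbtbd8* and *Wnk3* the paper also reports differences by real-time PCR.

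Heat shock genes were lower in miRNA-26b-/- mice. Of the 20 genes tested, all above 3 counts in every library, 17 were lower, with a median log2 fold change of -0.55 (adjusted p = 3.87e-15 with camera; -0.51 from the edgeR fit). With each library left out in turn the median stayed between -0.58 and -0.36. At an unadjusted p-value under 0.05 there were 11, and 8 when adjusted over the list alone, against 0 over all genes tested; the study picked 3 of them from these libraries, so this is not independent evidence for those. Without the 3, 14 of 17 were lower, with a median of -0.41. The list means did not overlap, from 6.75 to 7.00 log2 CPM in miRNA-26b-/- and from 7.08 to 7.57 in miRNA-26b+/+ libraries (exact permutation test, two-sided, p = 0.1), and the most abundant gene, *Hsp90ab1*, had a log2 fold change of -0.51. GC content, transcript length or expression level are argued against, since the lowest median of 10000 matched random lists was -0.189. Of the 10 divisions, 1 gave a camera p-value as small for the list. The 15 endoplasmic reticulum chaperones (15 lower, median -0.29, adjusted p = 4.9e-09; from -0.46 without M2628 to -0.19 without M2627) and the 8 genes of the chaperonin TRiC (8 lower, -0.16, 0.0157; 0.0848 without M2627 and without M2629, where it did not pass) were lower too, and the cold-inducible genes *Cirbp* and *Rbm3* were higher (median 0.80, 0.00152), of which the study picked *Cirbp*, leaving *Rbm3* alone at 0.53 (unadjusted p = 0.0439 with camera), while *Hspa1a* and *Hspa1b* varied within the groups. A shared stress or temperature difference between the groups at collection is a candidate explanation, and it cannot be told apart from an effect of the genotype: either would lower the list beyond the genes the study picked, as the median of -0.41 without them shows, and the order and temperature of collection were not used here. *Rbm3* is 1 gene, and with edgeR's quasi-likelihood test it had an unadjusted p-value under 0.05 in 2 of 6 fits that each left out a library. Its log2 fold change ran from 0.36 to 0.65 in these fits. Such a difference could lower lists that hold different chaperones and raise *Rbm3*, but the rise of *Rbm3* is weak evidence for it. An effect of miRNA-26b on the regulators of these genes stays open as well.

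Schwann cell genes were higher in miRNA-26b-/- mice. Of 19 genes tested, 18 were higher (adjusted p = 2.6e-11 with camera). The median log2 fold change was 1.37, or 1.52 from the edgeR fit with genes at the floor at their bound. The median ran from 1.09 to 2.40 with each library left out; 11 genes had an unadjusted p-value under 0.05, and 7 when adjusted over the list alone. The study picked 2 of them, *Mbp* and *Gpm6b*, and without them 16 of 17 were higher, with a median of 1.27. Of the 19, 13 were above 3 counts in every library. The list means were 3.22, 3.44 and 1.87 log2 CPM in miRNA-26b-/- and 0.70, 1.30 and 1.88 in miRNA-26b+/+ libraries, so the groups overlapped (exact permutation test, two-sided, p = 0.2). The highest median of the matched random lists was 0.609, which argues against GC content, transcript length or expression level. More peripheral nerve in the miRNA-26b-/- samples is a candidate explanation that is consistent with the rise of the whole list, and *Mbp*, the most abundant of them in miRNA-26b-/- mice, rose by 2.08 on the log2 scale. Of the 10 divisions, 1 gave a camera p-value as small. Whether dissection or the genotype brought more nerve was not tested, and no value here decides it.

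Skeletal muscle genes were higher too, 17 of 17 (adjusted p = 5.59e-05 with camera). The median log2 fold change was 1.63, or 2.62 from the edgeR fit with genes at the floor at their bound. The median was 0.83 without M2626 (0.0144), 3.40 without M2628 (9.78e-10) and 2.54 without M2630 (5.97e-05). Of the 10 divisions, 2 gave a camera p-value as small for the list. Of the 17, 5 were above 3 counts in every library and 9 had an unadjusted p-value under 0.05, 6 when adjusted over the list alone; the study picked 2, *Tnnt3* and *Mylpf*. Skeletal muscle in the dissected tissue could have raised *Tnnt3* and *Mylpf*, but without M2627 the median of the list was 0.407, and the abundant genes *Acta1* (245, 849 and 9 counts in miRNA-26b-/-, 100, 18 and 53 in miRNA-26b+/+ libraries) and *Ckm* (109, 956 and 0 against 99, 290 and 11) did not follow *Mylpf* (91, 113 and 174 against 0, 0 and 0) in M2628. The explanation cannot be told apart from a change in these 2 genes, because both have few counts.

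The other lists were tested in the same way. Of the 10 divisions, 5 gave a camera p-value as small for macrophage genes and 5 for vascular smooth muscle genes. For the host genes of the miRNA-26 family it was 1. Endothelial genes were lower (9 of 10, median -0.50, -0.43 from the edgeR fit, adjusted p = 2.28e-05 with camera, 3 of 10 divisions as small, -0.82 without M2628). Macrophage genes were lower too (8 of 10, -0.38, -0.25 from the edgeR fit, adjusted p = 0.0185). Their values were -0.05 and 0.67 without M2626, -0.21 and 0.524 without M2627, -0.77 and 1.35e-11 without M2628, and -0.35 and 0.0557 without M2630. All 10 macrophage genes were highest in M2628, a miRNA-26b-/- library. So were vascular smooth muscle genes lower (8 of 11, -0.05, adjusted p = 0.0214). Their values were 0.0029 and 0.571 without M2631, -0.15 and 6.87e-05 without M2626, -0.11 and 0.00186 without M2629, and -0.10 and 0.0142 without M2630. The adjusted p-value was 0.164 without M2627 and 0.0956 without M2628. Without the gene that the study picked, 7 of 10 were lower (unadjusted p = 0.0987 with camera). The list means overlapped between the groups for endothelial, macrophage and vascular smooth muscle genes (exact permutation test, two-sided, p = 0.3, 0.5 and 0.2). The 3 host genes of the miRNA-26 family were higher (median 0.20, adjusted p = 0.0403), but the list passed in 2 of the 6 fits that each left out a library (0.15 and 0.108 without M2626, 0.22 and 0.124 without M2627, 0.12 and 0.0848 without M2629, 0.21 and 0.0557 without M2630). Of these, *Ctdsp1* had a log2 fold change of 0.20 (standard error 0.145, adjusted p = 0.866), between 0.13 and 0.25 with each library left out; its 3 miRNA-26b-/- libraries were all above the 3 miRNA-26b+/+ libraries (exact permutation test, two-sided, p = 0.1). No list passed with fry, where the smallest adjusted p-value was 0.109, or with the estimated correlation, where it was 0.181; at an unadjusted p-value under 0.05 there were 6 and 4 lists. Adjusted p-values over 0.05 with camera were found for the lists of erythroid (0.0535), adipocyte (0.0637), sympathetic neuron (0.18), cardiac muscle (0.276), antiphase clock (0.289), hepatocyte (0.404), lymphocyte (0.485), clock output (0.572), immediate early (0.667), brown adipocyte (0.88), and for the glucocorticoid response, fibroblast and Y chromosome lists (each 0.942). With a library left out, 9 of these 13 lists passed, and 4 of them, erythroid, fibroblast, glucocorticoid response and immediate early, passed in both directions. Erythroid had a median of -1.54 without M2626 (adjusted p = 1.08e-05) and 0.64 without M2627 (0.000764), fibroblast 0.16 without M2626 (0.0183) and -0.25 without M2628 (5.72e-05), glucocorticoid response -0.02 without M2629 (0.047) and 0.28 without M2630 (0.0153), and immediate early 0.33 without M2630 (0.0111) and -0.44 without M2631 (0.0034). Adipocyte was higher without M2626 (0.35, 0.0484), M2628 (0.59, 1.94e-05) or M2630 (0.53, 1.3e-05), with a lowest median of -0.21 without M2627. Sympathetic neuron was higher without M2628 (3.65, 0.0198), cardiac muscle lower without M2627 (-1.84, 0.0189) or M2631 (-1.62, 0.0041), brown adipocyte lower without M2631 (-0.37, 0.0214) and antiphase clock lower without M2628 (-0.26, 0.0382).

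On the 500 most variable genes, M2627 and M2630 clustered apart from the other libraries, across the genotypes. Cardiac muscle tissue in the dissected samples is a candidate explanation: the mean of the cardiac list was 5.47 log2 CPM in M2627 and 5.40 in M2630, against 3.31 in M2629, the next highest, and -0.27 in M2628. *Myh6* had 4892 and 3702 counts in the 2 libraries and *Actc1* 2227 and 1792, against at most 685 and 615 in the others. Other lists were also highest in M2627 and M2630: sympathetic neuron (4.98 and 2.88, against -0.19 in the next), adipocyte (7.86 and 7.51, against 6.95) and brown adipocyte (4.70 and 4.39, against 4.16). More than 1 tissue may thus be behind this cluster, and their parts in it were not separated. Of the 8 genes tested, 3 were above 3 counts in every library.

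Loss of repression by miRNA-26b-5p would raise genes with a seed site, unless other miRNAs still repress them. The 691 genes with the 8mer site TACTTGAA in the 3′ UTR differed from the 12939 without it by -0.01 in median log2 fold change (0.04 without M2626), and 39 of 100 shuffled sites of the same bases gave a difference as high or higher. The calls were counted over 13541 tested genes with a 3′ UTR, a slightly different set, in which 689 genes had the site. Of these 689, 42 had an unadjusted p-value under 0.05, 21 higher and 21 lower. With the site 3.05% were called higher, against 3.28% without it (Fisher's exact test, two-sided, p = 0.826). Loss of repression cannot be told apart from no effect here, because a median difference near 0 over genes that go both ways leaves a small rise open. The paper saw no compensation by the closely related miRNA-26a. Whether miRNA-26a represses the same sites in both groups, which would limit any rise, was not tested here. Of the 10 divisions, 8 gave an absolute difference as large.

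The ES cells came from another strain than the later crosses, so linked donor-strain chromosome around the targeted locus could differ between the groups. Of 263 genes tested within 20 Mb of *Mir26b*, 21 (7.98%) had an unadjusted p-value under 0.05, against 6.44% elsewhere (Fisher's exact test, two-sided, p = 0.311), and 3 of 10 divisions gave a share as large. Within 5 Mb it was 7 of 66 (10.6%; Fisher's exact test, two-sided, p = 0.2). *Adam23*, 10.9 Mb away, and the heat shock gene *Hspd1*, 19.3 Mb away, are among the 21, as is *Ptprn*, 0.861 Mb away with a log2 fold change of 2.46. The linked segment cannot be told apart from other causes for them, since the count of genes is too low. For an inherited chromosome segment around *Nnt*, 4 of 94 genes within 20 Mb had an unadjusted p-value under 0.05 (4.26%, against 6.48% elsewhere; Fisher's exact test, two-sided, p = 0.527), which leaves a short segment open. Over the genome, 31 pairs of neighbouring genes changed in the same direction, where shuffled genes gave a median of 27 (permutation p = 0.2), and 5 of 10 divisions gave as many, so inherited chromosome segments of another strain stay untold from chance here.

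*Gm15564* and *Lars2* were both higher in miRNA-26b-/- mice, with log2 fold changes of 1.30 and 0.96. More ribosomal RNA in the miRNA-26b-/- libraries as a whole was tested with *CT010467.1*, annotated as ribosomal RNA, which had a log2 fold change of 0.51 (standard error 0.143). *Gm15564* exceeded it by 3.68 standard errors of the difference, with the errors taken as independent. This argues against a shared rise as large as that of *CT010467.1* as its whole cause. *Lars2* exceeded *CT010467.1* by 2.09, so for *Lars2* such a rise stays open. Transcripts of *CT010467.1* share no stretch of 25 bases with either gene. It therefore cannot stand for ribosomal RNA of another sequence, which stays open for both. Reads from a sequence that both genes hold are a candidate explanation: their transcripts share 28 stretches of 25 bases, 0 of which occur in *CT010467.1*, and how many reads came from there cannot be told apart from gene counts.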
